# Glucose Signaling Is Important for Nutrient Adaptation during Differentiation of Pleomorphic African Trypanosomes

**DOI:** 10.1128/mSphere.00366-18

**Published:** 2018-10-31

**Authors:** Yijian Qiu, Jillian E. Milanes, Jessica A. Jones, Rooksana E. Noorai, Vijay Shankar, James C. Morris

**Keywords:** *Trypanosoma*, carbon metabolism, glucose sensing

## Abstract

The African trypanosome has evolved mechanisms to adapt to changes in nutrient availability that occur during its life cycle. During transition from mammalian blood to insect vector gut, parasites experience a rapid reduction in environmental glucose. Here we describe how pleomorphic parasites respond to glucose depletion with a focus on parasite changes in energy metabolism and growth. Long slender bloodstream form parasites were rapidly killed as glucose concentrations fell, while short stumpy bloodstream form parasites persisted to differentiate into the insect-stage procyclic form parasite. The rate of differentiation was lower than that triggered by other cues but reached physiological rates when combined with cold shock. Both differentiation and growth of resulting procyclic form parasites were inhibited by glucose and nonmetabolizable glucose analogs, and these parasites were found to have upregulated amino acid metabolic pathway component gene expression. In summary, glucose transitions from the primary metabolite of the blood-stage infection to a negative regulator of cell development and growth in the insect vector, suggesting that the hexose is not only a key metabolic agent but also an important signaling molecule.

**IMPORTANCE** As the African trypanosome Trypanosoma brucei completes its life cycle, it encounters many different environments. Adaptation to these environments includes modulation of metabolic pathways to parallel the availability of nutrients. Here, we describe how the blood-dwelling life cycle stages of the African trypanosome, which consume glucose to meet their nutritional needs, respond differently to culture in the near absence of glucose. The proliferative long slender parasites rapidly die, while the nondividing short stumpy parasite remains viable and undergoes differentiation to the next life cycle stage, the procyclic form parasite. Interestingly, a sugar analog that cannot be used as an energy source inhibited the process. Furthermore, the growth of procyclic form parasite that resulted from the event was inhibited by glucose, a behavior that is similar to that of parasites isolated from tsetse flies. Our findings suggest that glucose sensing serves as an important modulator of nutrient adaptation in the parasite.

## Abstract (precis)

As the African trypanosome Trypanosoma brucei completes its life cycle, it encounters many different environments. Adaptation to these environments includes modulation of metabolic pathways to parallel the availability of nutrients. Here, we describe how the blood-dwelling life cycle stages of the African trypanosome, which consume glucose to meet their nutritional needs, respond differently to culture in the near absence of glucose. The proliferative long slender parasites rapidly die, while the nondividing short stumpy parasite remains viable and undergoes differentiation to the next life cycle stage, the procyclic form parasite. Interestingly, a sugar analog that cannot be used as an energy source inhibited the process. Furthermore, the growth of procyclic form parasite that resulted from the event was inhibited by glucose, a behavior that is similar to that of parasites isolated from tsetse flies. Our findings suggest that glucose sensing serves as an important modulator of nutrient adaptation in the parasite.

## INTRODUCTION

Organisms that occupy multiple biological niches must adapt to different environments. Such is the case for the vector-borne African trypanosome, Trypanosoma brucei, a kinetoplastid parasite that is the causative agent of African sleeping sickness. This parasite, which is transmitted by tsetse flies, undergoes a series of developmental steps that yield life cycle stages which are uniquely adapted for life in the distinct hosts. These adaptations include alterations to metabolic pathways that parallel differences in substrate availability and expression of distinct surface molecules that are required for successful colonization of the new environment.

In T. brucei development, differentiation events occur in both the mammalian host and insect vector. As their density increases in the vertebrate bloodstream, long slender (LS) blood form parasites perceive a quorum-dependent parasite-derived signal that triggers differentiation into short stumpy (SS) blood form parasites, a nondividing form arrested in G_0_ of the cell cycle (1). When these SS parasites, which are preadapted for life in the tsetse fly vector (2), are engulfed by a tsetse fly during a blood meal, they quickly differentiate into dividing procyclic form (PF) parasites that are competent for completion of the life cycle in the fly.

Development is carefully coordinated with environmental setting, ensuring that the appropriate life cycle stage is initiated in the correct host and tissue. The ability to perceive and respond to the environment requires detection of cues that trigger signaling pathways to modulate gene expression. SS trypanosomes are exposed to an array of potential signals including fluctuating temperatures, exposure to digestive processes in the fly gut, and interaction with other trypanosomes. Additionally, there are an assortment of small molecules generated while the blood meal vehicle in which the SS parasites reside is digested by the fly.

In resolving these sensing pathways, potential cues associated with development have been tested. Exposure of SS parasites to a cold shock, specifically a change in environmental temperature of more than 15°C, has been shown to trigger a nearly immediate and reversible expression of the procyclic form (PF) surface molecule EP procyclin (3). However, these cells failed to grow. As cell growth is a critical feature of the transition from SS to PF, this observation suggested that that cold shock alone was insufficient for complete initiation of the developmental program. Notably, cold shock also triggered the expression of a family of carboxylate transporter proteins called “proteins associated with differentiation” (PAD) that have been implicated in the differentiation response triggered by a distinct cue, citrate and *cis*-aconitate (CCA). Without exposure to cold shock, a high concentration of CCA (6 mM) is required to initiate differentiation. However, exposure of SS parasites to cold shock, which results in increased surface expression of PAD2, triggers EP procyclin expression at extremely low levels of *cis*-aconitate (0.6 to 6 μM) (3, 4). The tsetse fly midgut contains similar levels of citrate (15.9 μM), and this carboxylic acid has been found to mirror the impact of CCA in SS-to-PF development, an observation that defines CCA as a potentially physiologically relevant cue (3, 5).

Additional cues may be associated with cold shock and citrate that enhance differentiation from SS to PF parasites. These include exposure to mild acid or protease treatment (5–9). Treatment of SS parasites with either of these cues rapidly initiated EP procyclin expression (∼2 h), but the response mechanisms were different. Mild acid treatment, much like exposure to high levels of CCA, led to phosphorylation of TbPIP39, a phosphatase component of the CCA differentiation cascade (10). This phosphorylation event indicates activation of this differentiation pathway, which was not observed after protease treatment. This suggested the response was due to a distinct signaling pathway (9).

One aspect of differentiation is the adaptation to nutrients available in a particular host. In mammalian blood, LS parasites are exposed to ∼5 mM glucose and the hexose serves as a critical carbon source for this form of the parasite. When bloodstream form parasites are taken up by a feeding tsetse fly, they experience a rapid drop in glucose concentration, with the sugar depleted from the blood meal in ∼15 min (11). In this environment, SS parasites persist and differentiate into PF parasites. Reflecting the reduced glucose levels in the environment, PF parasites complete the activation of metabolic pathways that were initiated in the SS life cycle stage required for metabolism of amino acids like proline and threonine (12–14).

Glucose is a critical carbon source for African trypanosomes, but its role in development is unresolved. Manipulation of glucose levels *in vitro* has been shown to alter developmental patterns and gene expression, suggesting a role for the sensing of the sugar in parasite development. Cultured monomorphic bloodstream form (BF) parasites that do not differentiate into SS could be prompted to differentiate into PF parasites by removal of glucose and addition of glycerol to the growth medium (15). The low survival and differentiation rates, along with the phenomena being noted in a developmentally defective strain, however, call into question the biological relevance of glucose as a single cue to initiate this process. Additional evidence that glucose sensing may play a potential role in development includes the observation that partial inhibition of glycolysis in monomorphic BF with phloretin, a plant-derived dihydrochalcone, or 2-deoxyglucose (2-DOG), triggered genome-wide transcriptome changes that resembled expression patterns found in SS to PF parasite differentiation. These transcriptome changes included the upregulation of EP procyclin and many genes involved in energy metabolism (16, 17). Last, PF parasites were found to alter surface molecule expression in a glucose-dependent manner (18, 19) in a process that is regulated by mitochondrial enzymes (19). These studies suggest that while glucose manipulation is not sufficient for initiation of a rapid differentiation program in BF parasites, it may play a role in development across several life cycle stages.

Here, we present evidence that culturing SS parasite in medium with minimal glucose (∼5 μM) triggers differentiation to PF parasites. The rate of this glucose-responsive differentiation as measured by EP procyclin expression and initiation of growth was lower than rates observed with other known cues of differentiation. However, the rate was enhanced to physiologically relevant levels when cells were also exposed to a brief cold shock, which is a known potentiator of other differentiation cues. The resulting PF parasites upregulated genes involved in amino acid metabolism to a greater extent than those differentiated through CCA treatment, indicating a potential role for glucose in nutrient adaptation.

## RESULTS

### Bloodstream form parasites rapidly deplete glucose from the environment.

Responses to new environments are particularly important to parasitic microbes that inhabit different hosts during their life cycles. As African trypanosomes transition from the glucose-rich blood of the mammalian host to the tsetse fly gut, they undergo a marked change in environment. One major change is the rapid (∼15-min) depletion of environmental glucose, the primary carbon source used to generate ATP during bloodstream infection (11). This reduction in available glucose is at least in part due to the metabolic activity of the parasites in the blood meal. Both pleomorphic LS and SS parasites isolated from infected rodents rapidly consume glucose *in vitro* with 0.5 mM glucose being nearly depleted from culture medium after a single day by both life cycle stages (Fig. 1A). After 1 day, glucose levels were reduced to 37 ± 0.70 and 62 ± 0.60 μM for LS and SS, respectively, and the hexose concentration continued to fall on day two, reaching 1.7 ± 0.70 and 15 ± 0.90 μM. The precipitous decline in glucose availability had an impact on LS parasite viability even though the potential carbon sources proline and threonine were included in the medium. While more than 80% of the LS parasites were dead after 2 days of culture under the very-low-glucose conditions, SS parasites were less sensitive with >80% of the population viable after the same period (Fig. 1B).

**FIG 1:**
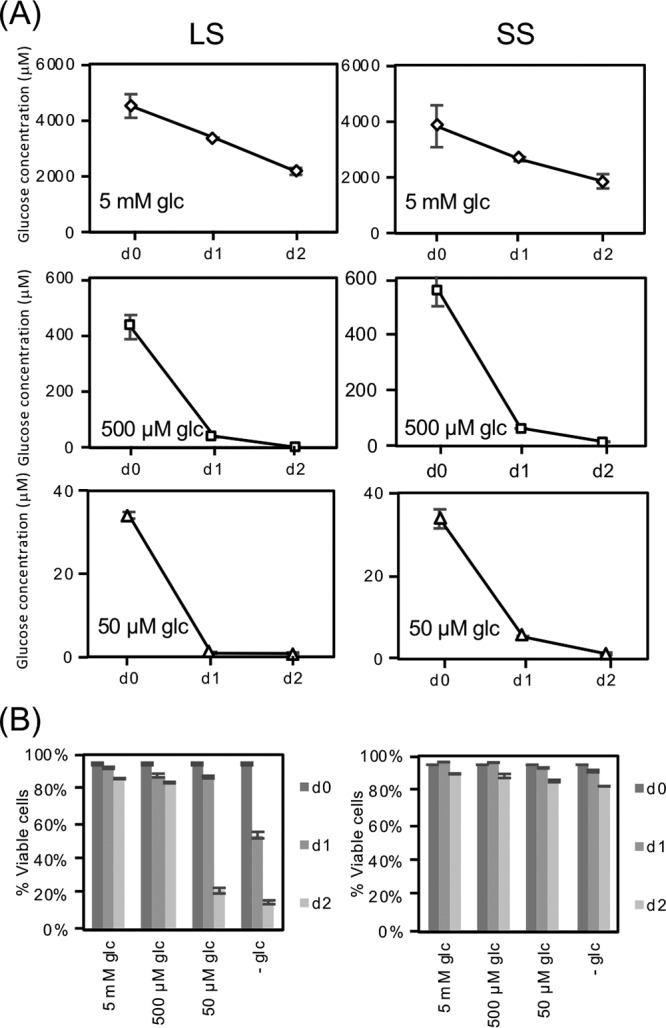
Slender form (LS) and short stumpy form (SS) T. brucei rapidly deplete glucose. Parasites isolated from rodent buffy coats by chromatography were washed extensively in PBS and then resuspended (4 × 10^5^ cells/ml for LS and 5 × 10^5^ cells/ml for SS) in RPMIθ supplemented with proline and threonine and different concentrations of glucose. LS parasites (left column) were isolated after 4 days of infection and made up nearly 100% of the parasite population as determined by microscopy, while the SS samples (right column) contained a mixture of SS (∼90%) and LS (∼10%) parasites as scored by cytometry of PAD1-labeled parasites (not shown). (A) Glucose concentrations in the medium were measured through time as described in Materials and Methods and standard deviations from experiments performed in triplicate are indicated. (B) Parasite viability was scored by propidium iodide staining.

### Impact of glucose depletion on the differentiation and proliferation of pleomorphic SS and LS and monomorphic BF parasites.

Monomorphic BF parasites cultured in very-low-glucose medium supplemented with glycerol undergo an inefficient differentiation to PF parasites (15). This process is likely to be a response of monomorphic BF parasites to metabolic stress instead of an orchestrated program in response to a developmental cue. To determine if glucose depletion had a similar impact on cell development in different mammalian life cycle stages, pleomorphic LS and SS form parasites were incubated in SDM79θ, a very-low-glucose (∼5 μM) PF culture medium that contains amino acids but that lacks glycerol. Culture of SS parasites in SDM79θ under conditions that would normally support PF *in vitro* growth (27°C, 5% CO_2_) led to detectable parasite outgrowth by day 3 (Fig. 2A, open circles). This rate of outgrowth was considerably lower than that generated by known differentiation cues, which we have termed glucose-responsive slow differentiation (GRS differentiation). SS parasites maintained in SDM79θ supplemented with 5 mM glucose (filled circles) did not appreciably grow. While the highly motile and proliferative LS pleomorphic parasites are superficially most similar to the BF monomorphic cells, the LS parasites were different in that they did not tolerate culture in glucose-depleted conditions even when glycerol was added to the medium (see Fig. S1A in the supplemental material).

**FIG 2:**
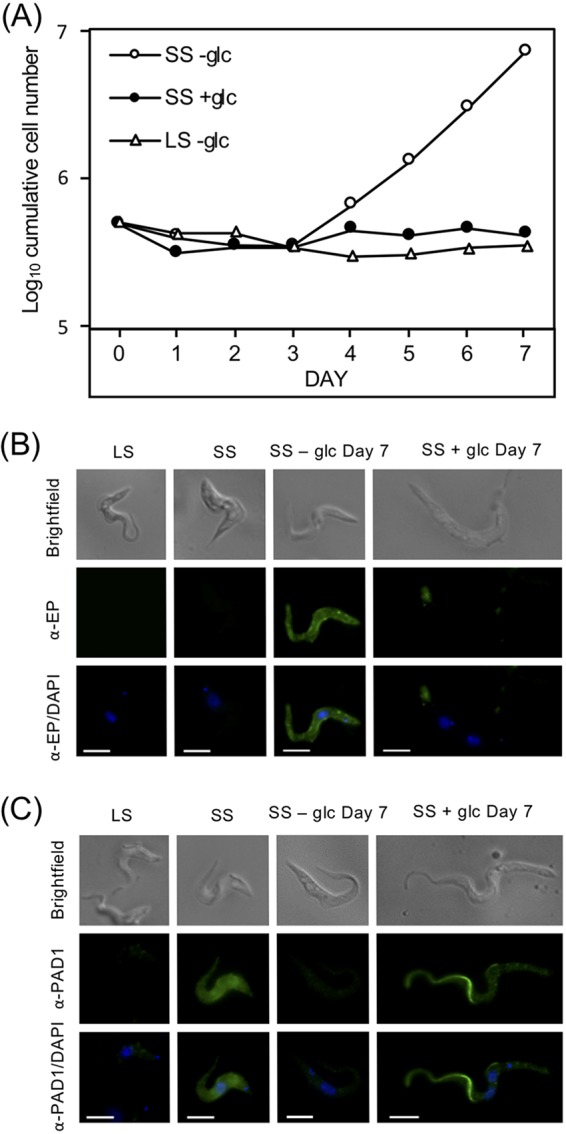
T. brucei SS growth and surface molecule expression are influenced by environmental glucose availability. (A) LS and SS parasites isolated from rodents were washed extensively and resuspended in very-low-glucose PF medium, SDM79θ (-glc, ∼5 μM), supplemented with (5 mM) or without additional glucose at 27°C, and growth was monitored. Growth curves are representative of at least two assays. (B and C) IF analysis of parasites after incubation for 7 days with or without glucose. Fixed parasites were visualized by epifluorescence microscopy using antiserum against EP procyclin (B) or PAD1 (C). DAPI was added with antifade reagent to stain the nucleus and kinetoplast DNA in all samples. Scale bar = 5 μm.

10.1128/mSphere.00366-18.1 FIG S1 (A) Monomorphic BF do not differentiate to SS in RPMIθ. In triplicate, monomorphic BF 427 parasites were washed, resuspended in RPMIθ, supplemented with or without glucose or glycerol (5 mM), and cultured for 2 days. Parasites were then collected, washed, and resuspended in RPMIθ supplemented with glucose (filled circles) or in PF medium lacking glucose (SDM79θ, ∼5 μM glucose) supplemented with or without additional glucose (open symbols). (B) Long-term growth of pleomorphic PF parasites differentiated by glucose depletion (-glc) or addition of 6 mM citrate (cit) in the presence or absence of glucose (5 mM). Growth assays were conducted using cells that were harvested 7 days after differentiation. For cells that stopped growing in glucose-rich medium (+glc), medium was replaced every 3 to 4 days to maintain the glucose concentration. Download FIG S1, PDF file, 0.03 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

SS forms in the mammalian bloodstream are arrested in the cell cycle and do not divide, suggesting that the cell proliferation observed after incubation in SDM79θ was a consequence of these SS differentiating to PF. To confirm this, parasites were probed with antiserum specific to the PF marker protein, EP procyclin, and analyzed by immunofluorescence (IF) (Fig. 2B). IF analysis of growing cells revealed that the parasites were morphologically similar to PF cells, expressing a surface coat of EP procyclin not observed in SS or in SS cultured in the presence of glucose (Fig. 2B).

As an additional marker for development, parasites were probed with antiserum specific for PAD1, a marker for SS parasites, and the highest signal was observed on the surfaces of SS parasites freshly isolated from rodent blood, as has been described (Fig. 2C) (4). Growing parasites generated by culture without glucose led to reduced PAD1 labeling, while the majority of those cultured in the presence of glucose for the same period died. However, the few that persisted frequently harbored multiple nuclei, accumulated PAD1 signal in the flagellum, and became elongated (Fig. 2C). The inability of these cells to progress further along the life cycle suggests that glucose is a negative regulator of cellular development in the SS parasite. The outgrowth of the normally quiescent SS parasites together with EP procyclin expression and reduction of PAD1 labeling was observed only in the absence of glucose. The majority of the cells remained viable throughout the treatment, and the resulting parasites proliferated rapidly as long as they were maintained in very-low-glucose medium. Together, the expression of PF parasite markers and resumption of growth were indicative of differentiation to the insect form life cycle stage (Fig. S1B).

### GRS differentiation rates reach physiologically relevant rates when combined with cold shock.

Triggers that initiate SS to PF life cycle stage differentiation have been widely studied (3–9). While differentiation of SS parasites as a result of glucose depletion alone was delayed compared to other described triggers, the parasites are likely exposed to multiple environmental conditions in the tsetse fly that could influence this rate. To investigate the effect of additional cues on GRS differentiation, rates of surface molecule expression and growth were monitored (Fig. 3). Exposure of SS parasites to cold shock in combination with citrate levels found in the tsetse fly midgut (15.9 μM [5]) triggered EP procyclin expression after three hours and cell growth after 4 days (Fig. 3B and C). The doubling time of these cells between days 4 and 7 was ∼64.5 h (Fig. 3C, asterisks). Similarly, the combination of cold shock and the near-absence of glucose yielded EP procyclin expression after three hours and cell proliferation was noted within 1 day. In addition to proliferation, these cells also grew more rapidly than those where citrate was added, with a doubling time of ∼21.5 h (open triangles) between days 4 and 7.

**FIG 3:**
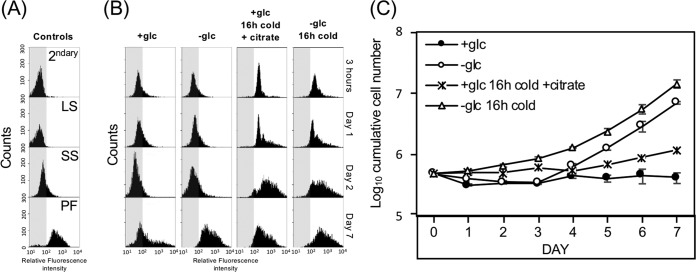
The near-absence of glucose is synergistic with cold treatment in triggering differentiation from SS to PF. Flow cytometry of (A) control experiments (secondary alone [2^ndary^]; LS, SS, and PF stained with antiserum to EP procyclin) and (B) SS parasites after culture at 37°C or exposure to 20°C for 16 h in HMI-9 prior to washing and resuspension in SDM79θ supplemented with 5 mM glucose (+glc) or with physiological levels of citrate (15.9 μM). Cells were fixed at the indicated times, stained with antiserum to EP procyclin, and scored by cytometry (5,000 cells/assay). (C) Growth of parasites exposed to cold shock (20°C) or 37°C for 16 h prior to initiation of this experiment with combinations of other environmentally relevant cues (at 27°C). Bars indicate standard deviation in triplicate assays.

### Mitochondrial metabolism is required during GRS differentiation.

SS parasites can metabolize the abundant glucose in the blood of the mammalian host much like LS parasites. However, SS parasites also express genes that prepare them for life in the glucose-poor environment of the fly gut by upregulating genes required for mitochondrial metabolic functions, including cytochrome C oxidase subunits (20) and respiratory chain complex I genes (21). To test the potential contribution of mitochondrial amino acid metabolism to differentiation, parasite growth was scored after manipulating the available amino acids in the very-low-glucose (∼5 μM) bloodstream form medium RPMIθ. When SS parasites were cultured in medium that included proline and threonine for 2 days prior to being transferred into glucose-free PF medium that had abundant amino acids (SDM79θ), most cells remained viable and differentiation occurred (Fig. 4A, open circles). Inclusion of threonine alone did not support parasite differentiation (open triangles) while culture in proline alone (open squares) led to a slightly delayed entry into growth compared to medium with both proline and threonine. RPMIθ medium lacking glucose and both amino acids did not support parasite viability (x symbol), with a greater than 80% loss of SS parasite viability on day one (Fig. 4B). Inhibition of oxidative phosphorylation with oligomycin, an ATP synthase inhibitor, prevented differentiation and was toxic to SS parasites cultured in very low glucose (Fig. 4C, open squares, and Fig. 4D). These observations indicated that amino acid metabolism is likely important for satisfying the metabolic needs of the trypanosomes in a minimal glucose environment during GRS differentiation. The ability to adapt to the new carbon source in the absence of glucose is limited to SS parasites, as LS forms are not viable under the same conditions.

**FIG 4:**
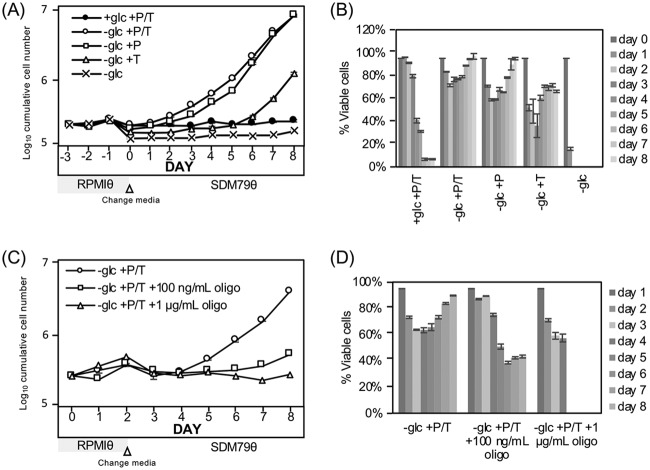
Amino acids are required for completion of SS differentiation and cell viability in very-low-glucose medium. SS parasites cultured in bloodstream form very-low-glucose medium, RPMIθ (which allowed manipulation of amino acid content) supplemented with or without glucose, proline (P, 4.6 mM), threonine (T, 3.4 mM), or proline and threonine for 2 days followed by transfer to amino acid-replete SDM79θ were scored for (A) outgrowth and (B) viability by flow cytometry and propidium iodide (PI) staining. (C) Assessment of parasite outgrowth and (D) viability after oxidative phosphorylation inhibition by treatment with oligomycin (either 100 ng/ml or 1 μg/ml) for 2 days in RPMIθ with proline and threonine (AA) followed by transfer to SDM79θ to provide amino acids for PF parasites. Bars indicate standard deviation in triplicate assays.

### GRS differentiation is not enhanced by glycolysis inhibitors.

In Saccharomyces cerevisiae, nutrient adaptation responses to glucose availability are mediated through nonmetabolic pathways that transduce extracellular or intracellular glucose levels into recognizable signals (22). However, the importance of glucose to BF parasite metabolism raises the possibility that culture in very low concentrations of the carbon source could initiate a stress response related to either insufficient ATP production by glycolysis or a failure to synthesize required glycolytic intermediates.

To elucidate the role of glycolysis on the GRS differentiation response in T. brucei, parasites were cultured with a variety of sugars at different concentrations and their impact on differentiation was scored. First, conditions were tested to determine if they met the metabolic needs of the glycolysis-dependent LS parasites. As anticipated, 2-DOG, which is phosphorylated by hexokinase and can then inhibit downstream glycolysis, was toxic to LS parasites. While 2-DOG metabolism may cause a disruption in cellular ATP homeostasis (as ATP is consumed during phosphorylation of 2-DOG), 6-deoxy-glucose (6-DOG), an analog of glucose that cannot be phosphorylated by hexokinase, and the five-carbon sugar xylose did not support LS viability (Fig. S2A).

10.1128/mSphere.00366-18.2 FIG S2 (A) Alternative sugar analogs do not support growth of glycolysis-dependent LS parasites. LS parasites (3 × 10^4^/ml) were extensively washed and resuspended in very-low-glucose medium, RPMIθ, supplemented with the indicated compounds (glc, glucose; xyl, xylose; 2-DOG, 2-deoxyglucose; 6-DOG, 6-deoxyglucose) at 5 mM, and growth was monitored as described. (B) Outgrowth of SS parasites seeded in different concentrations of glucose. SS parasites were washed extensively and resuspended in RPMIθ supplemented with varied glucose (5 μM to 5 mM) for 2 days prior to transfer to SDM79θ, and growth was monitored. Download FIG S2, PDF file, 0.03 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

SS parasite outgrowth paralleled the depletion of glucose from the medium, although the minimum concentration of glucose required to trigger this response is unclear. When SS parasites were seeded into RPMIθ supplemented with increasing concentrations of glucose (0, 5, and 50 μM), outgrowth was noted at about the same time regardless of the concentration of glucose (Fig. S2B). Confounding the interpretation of this experiment, however, SS parasites rapidly metabolize glucose to low levels in culture (Fig. 1), making the assessment of the critical glucose concentration needed to initiate outgrowth difficult.

Nonmetabolizable glucose analogs were considered next, in part because SS parasites were anticipated to be less sensitive than LS to these compounds given their ability to persist in the near-absence of glucose (Fig. 1). Incubation with 2-DOG, much like glucose, prevented SS GRS differentiation (Fig. 5A), but this compound was acutely toxic to the SS parasites with >70% lethality after 2 days of exposure (Fig. 5B). The compound 6-DOG is not a substrate for cellular hexokinases and thus cannot be phosphorylated to enter glycolysis. Similar to 2-DOG and glucose, culturing SS parasites with 5 mM 6-DOG prevented differentiation (Fig. 5A). While incubation in 50 μM 6-DOG prevented outgrowth, 5 μM of compound had no impact on cells (Fig. 5C). High concentrations of both glucose and 6-DOG were gradually toxic to SS parasites, with near-complete loss of viability after 4 days in 5 mM of either compound (Fig. 5D). Last, xylose had no inhibitory impact on SS parasite GRS differentiation (Fig. 5A) and, like culturing in very low glucose, was minimally toxic to the SS parasites (Fig. 5B).

**FIG 5:**
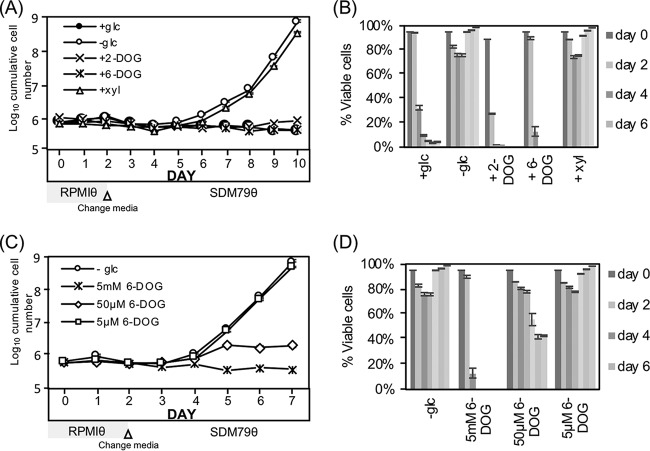
Glucose inhibition of differentiation is independent of glycolysis. (A) Outgrowth and (B) cellular viability of SS cultures after treatment with 5 mM indicated compounds (xyl, xylose; 2-DOG, 2-deoxyglucose; 6-DOG, 6-deoxyglucose). SS parasites were washed and resuspended (5 × 10^5^/ml) in RPMIθ with proline and threonine for the first 2 days and then transferred to the very-low-glucose PF medium SDM79θ supplemented with 5 mM indicated compound, and growth was monitored. (The transfer was necessary to provide amino acids required for PF viability.) (C) Impact of varied levels of 6-DOG on SS outgrowth and (D) viability by flow cytometry and propidium iodide (PI) staining. Concentrations of 6-DOG were maintained throughout the experiment. Bars indicate standard deviation in triplicate assays.

### Preadaptation of SS cells at the transcriptome level.

SS parasites occupy two extremely different niches (the glucose-rich mammalian blood and the glucose-poor fly midgut), and they express metabolic characters that would allow survival in both hosts (2, 23, 24). SS parasites isolated from mammalian blood have undergone a dramatic change in gene expression as they developed from LS forms (Table S1). These SS parasites, and those generated *in vitro* from cultured LS pleomorphic cells through a density-dependent mechanism (25), share similar profiles of statistically significant differentially downregulated genes in a comparison of Log_2_FC with an FDR-adjusted *P* of <0.05 in at least one of the two studies (Fig. S3A and Table S2). The trends for upregulated differentially expressed genes were different, but the total number of upregulated genes in the transition from LS to SS was also smaller.

10.1128/mSphere.00366-18.3 FIG S3 (A) Comparison of LS to SS DGE analysis from Qiu et al. and Naguleswaran et al. Comparisons of Log_2_FC displayed as a scatter plot to depict similarities in differential expression between LS to SS from Qiu et al. and Naguleswaren et al. (25). Only genes statistically significantly (FDR *P* < 0.05) differentially expressed in at least one of the two comparisons are displayed. In Qiu et al. DGE analysis, there were 171 downregulated and 87 upregulated genes with FDR *P* < 0.05. In Naguleswaran et al. DGE analysis, there were 61 downregulated and 11 upregulated genes with FDR *P* < 0.05. The dotted orange line indicates a 1:1 ratio between the two Log_2_FC values. (B) SS parasites are largely preadapted at the transcript level to become PF parasites. A principal responsive curve (PRC) that illustrates the global transcriptome progression from LS to PF parasites (solid dark gray line) through transitions that include SS parasites in glucose-replete and very-low-glucose media. The explanatory variable (time) was based on when each transition occurred and was as follows: Day 0, LS form with glucose (LS+glc); Day 3, SS form maintained with glucose (SS+glc); Day 4, SS form (from Day 3) cultured in the absence of glucose for 1 day; Day 10, PF without glucose (PF-glc). PRC was designed such that the comparison to baseline (Day 0, LS+glc, dashed gray line) was treated as repeated measurements for each time point. The unscaled variable coefficients (Species Scores) have been depicted as a sorted line stack graph on the right. The top transcripts with annotation that changed toward (dark gray) and against (light gray) the LS to PF parasite progression have been identified on the line stack graph. (C) Comparison of the DGE from BF to BF RPB10 RNAi cells (38) to the DGE from LS to PF from blood-isolated parasites or (D) from LS to SS generated by glucose depletion displayed as a scatter plot of Log_2_FCs. Only genes that were statistically significantly (FDR *P* < 0.05) differentially expressed in both studies within each comparison were included in the scatter plot. The dotted orange line indicates a 1:1 ratio and the dotted purple line indicates a 2:1 ratio between the two Log_2_FC values. In the Qiu et al. LS to PF comparison, there were 750 downregulated and 673 upregulated genes with FDR *P* < 0.05. In the Mugo and Clayton DGE comparison, there were 274 downregulated and 246 upregulated genes with FDR *P* < 0.05. Please refer to panel A legend for the number of DGEs for the Qiu et al. LS to SS comparison. Download FIG S3, PDF file, 0.4 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00366-18.5 TABLE S1 A complete list of DGE in PF parasites differentiated from glucose depletion compared to LS parasites and validation by qRT-PCR. Download Table S1, XLSX file, 0.2 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00366-18.6 TABLE S2 Combined DGE of LS to SS from Qiu et al. and Naguleswaran et al. (25). Download Table S2, XLSX file, 0.6 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

SS cells were more resistant to culture in very-low-glucose media, a characteristic of the tsetse fly midgut environment (Fig. 1B). 

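Poly(A)-enriched RNA from LS parasites, the proliferating slender bloodstream stage of pleomorphic T. brucei, was sequenced from 3 biological replicates in glucose. The paper's methods describe LS cells isolated from rodents and cultured in HMI-9 for 1 day, whereas the labels of the deposited libraries give RPMI with 5 mM glucose. The labels name the strain AnTat1.1 and the paper names it EATRO1125, which need not be different strains. According to the methods, the authors trimmed the reads with Trimmomatic, aligned them with gsnap to the TREU927 genome of TriTrypDB-28 without the 11-bin scaffold, and counted uniquely mapped, concordant, reversely stranded read pairs per transcript with featureCounts. Pairs that map equally well to several copies of a gene family were therefore not counted, and levels of families such as VSG, ESAG, procyclin, hexose transporter, hexokinase and phosphoglycerate kinase genes are uncertain. The 3 LS libraries held 5573347, 4468233 and 5263688 counts. Over the first 1999 of the 12094 rows of Table S5, the part read here, the LS counts of the table and the deposited LS counts were identical. For the levels that follow, counts were scaled with TMM factors of edgeR to CPM, counts relative to a common library total, and the mean and SD were taken over the 3 libraries. CPM are not corrected for transcript length, so levels of different genes compare read pairs per gene, not numbers of transcripts. A mean level above 1 CPM was reached by 8506 genes, with a median of 70.2 CPM. Of the 7842 genes above 10 CPM, 7796 had a coefficient of variation under 20%, and the median coefficient was 4.57%. Each pair of libraries had a Pearson correlation of 0.994 to 0.995 of log2 CPM across genes, which are not independent replicates, and differed by a chi-square of 1.38 to 1.92 per degree of freedom, more than sampling alone gives, so none was treated as a repeat of another. The SS and PF libraries were not analysed here, so no test of PF against LS was made, and each log2 fold change of PF over LS given beside an LS level is the paper's.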

To explore the role that glucose depletion has on gene expression, the transcriptomes of LS parasites, SS parasites cultured in high-glucose media, SS parasites cultured in very-low-glucose media, and PF parasites differentiated from very-low-glucose media were used to generate a principal response curve (PRC) (26) (Fig. S3B). Overall, differentiation from LS to PF parasites yielded changes in expression of many life-stage-specific genes (Table S1). 

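In LS parasites, the VSG transcript Tb11.1690, which encodes a surface coat glycoprotein of the bloodstream stage, had the highest level of all at 72840 ± 6029 CPM (SD, n = 3) and took 7.43% to 8.45% of the counts of a library. Transcripts for enzymes of glucose breakdown were also abundant, with fructose-bisphosphate aldolase (ALD, Tb927.10.5620) at 4304 ± 172 CPM and enolase (ENO, Tb927.10.2890) at 2008 ± 34.7 CPM (SD, n = 3). PDI2 (Tb927.10.8230), a protein disulfide isomerase, was at 1404 ± 23.3 CPM. In contrast, 3 of the genes listed in Table 1 as changing toward the PF stage had lower CPM in LS than these by far more than the spread between libraries. Pyruvate phosphate dikinase (PPDK, Tb927.11.6280) was at 148 ± 5.56 CPM, mitochondrial malate dehydrogenase (mMDH, Tb927.10.2560) at 195 ± 8.50 CPM and PAD2 (Tb927.7.5940), a carboxylate transporter, at 296 ± 6.81 CPM (SD, n = 3). The paper's log2 fold change of PF over LS is -22.12 for this VSG, -1.51 for ALD, -2.00 for PDI2, 4.25 for PPDK, 3.51 for mMDH and 2.14 for PAD2. For ENO, Table 1 gives hardly any change between LS and PF, and it did not pass the paper's test. These genes were named in the paper's Table 1 on the same LS libraries, so their levels are not independent evidence of a direction.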

During the transition from LS to SS in the presence of glucose, there was a dramatic change in expression profiles. However, the removal of glucose in the SS life cycle stage only led to a minor alteration in gene expression (Fig. S3B) with a total of 14 upregulated and 21 downregulated genes detected when SS parasites cultured in very low glucose were compared to those maintained in high glucose through differential gene expression analysis (Table S3). Interestingly, one of the upregulated genes, DRBD5 (Tb927.6.3480), is required to suppress ESAG9 expression (27, 28). ESAG9 is a known stumpy-elevated transcript, so its suppression is anticipated to occur as part of the developmental program to the PF life cycle stage. Three of the significantly regulated transcripts were also found to be among the top genes associated with progression from LS to PF (Table 1).

**TABLE 1:** The fold change and adjusted *P* values from the SS (+glc +AA) versus SS (−glc +AA) DGE comparison for top genes changing toward or against progression

Gene ID	Gene product^*a*^	LogFC (LS vs PF)^*b*^	Adj. *P* value^*c*^	LogFC (SS+glc vs SS−glc)^*d*^	Adj. *P* value^*c*^
Toward progression					
Tb927.6.510	GPEET	6.22	0.00E+00	0.94	4.70E−14
Tb927.10.15410	gMDH	5.23	0.00E+00	0.57	3.00E−27
Tb927.10.10260	EP1	6.41	8.53E−318	0.86	1.20E−47
Tb927.11.6280	PPDK	4.25	0.00E+00	0.3	1.30E−06
Tb927.10.2560	mMDH	3.51	0.00E+00	0.3	1.70E−07
Tb927.6.520	EP3-2	5.76	0.00E+00	0.46	1.40E−19
Tb927.7.5940	PAD2	2.14	9.7596E−103	1.2	1.50E−76
Tb927.3.4500	FHc	3.70	2.89E−310	0.28	2.80E−05
Tb927.7.210	PRODH	2.65	5.36E−316	0.57	9.70E−24
Tb927.9.5900	GDH	2.86	5.3834E−138	1.2	1.30E−82
Against progression					
Tb11.1690	VSG	−22.12	0.00E+00	0.01	9.20E−01
Tb927.10.5620	ALD	−1.51	1.69E−184	−0.41	3.40E−17
Tb927.3.3270	PFK	−2.09	6.80E−129	−0.18	2.10E−02
Tb927.10.14140	PYK1	−2.76	0.00E+00	−0.5	3.40E−18
Tb927.10.8230	PDI2	−2.00	2.3277E−174	−1.1	2.20E−97
Tb927.10.2890	ENO	0.06	3.42E−01	−0.24	2.10E−05
Tb927.1.3830	PGI	−1.49	8.29E−93	−0.29	2.50E−06
Tb927.1.700	PGKC	−3.21	6.71E−310	−0.43	2.50E−08
Tb927.10.3990	DHH1	−0.55	8.16E−08	−0.33	3.60E−07
Tb927.10.6880	GAP	−0.65	1.01E−25	−0.75	6.50E−47

a GPEET, GPEET procyclin; gMDH, glycosomal malate dehydrogenase; EP1, EP1 procyclin; PPDK, pyruvate phosphate dikinase; mMDH, mitochondrial malate dehydrogenase; EP3-2, EP3-2 procyclin; PAD2, protein associated with differentiation 2; FHc, cytosolic fumarate hydratase; PRODH, proline dehydrogenase; GDH, glutamate dehydrogenase; VSG, variant surface glycoprotein; ALD, fructose-bisphosphate aldolase; PFK, ATP-dependent 6-phosphofructokinase; PYK1, pyruvate kinase 1; PDI2, protein disulfide isomerase 2; ENO, enolase; PGI, glucose-6-phosphate isomerase; PGKC, phosphoglycerate kinase C; DHH1, DExD/H-box ATP-dependent RNA helicase.

b LogFC (LS vs PF), the log_2_ fold change value of transcripts from LS incubated in glucose-rich media compared to that from PF very-low-glucose media.

c Adjusted *P* value was calculated using the Benjamini-Hochberg method on *P* values generated by likelihood ratio.

d LogFC (SS+glc vs SS−glc), the log_2_ fold change value of transcripts from SS incubated in very-low-glucose media compared to that from SS in glucose-rich media.

10.1128/mSphere.00366-18.7 TABLE S3 A complete list of DGE in SS incubated in very low glucose medium compared to SS in glucose-rich medium and validation by qRT-PCR. Download Table S3, XLSX file, 0.02 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Pleomorphic PF cell growth is inhibited by glucose.

Differentiation of PF parasites from SS parasites by either citrate treatment (6 mM) or incubation in the near-absence of glucose yielded parasites with a growth deficiency upon culture in glucose-rich medium (Fig. 6A). These pleomorphic PF cells had average doubling times (between days 4 and 7) that were 4.3-fold and 2.9-fold greater, respectively, than the doubling time of parasites maintained in medium without glucose generated by the same differentiation means (Fig. 6A, compare filled symbols to open circles and asterisks). The growth defect in the presence of glucose persisted for several weeks, with cell division becoming nearly undetectable on day 12. However, cells continuously cultured in glucose-replete medium eventually (3 to 4 weeks) resumed growth (Fig. S1B).

**FIG 6:**
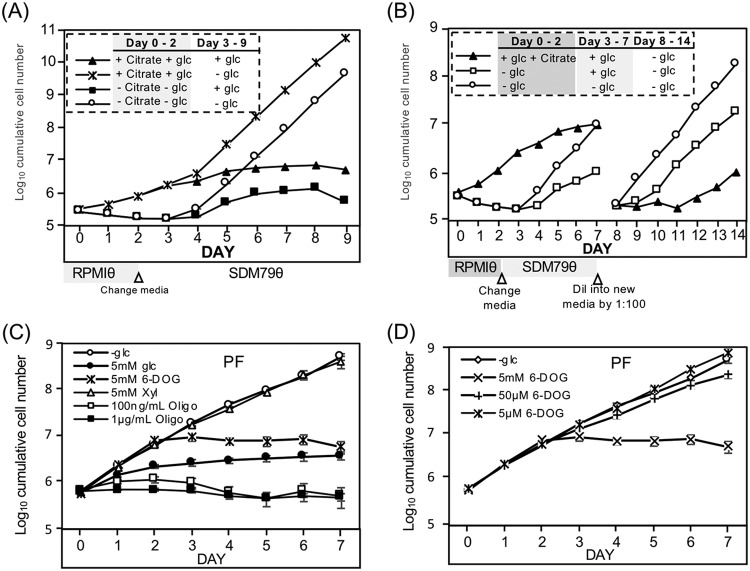
Pleomorphic PF cell growth is suppressed in the presence of glucose. (A) Comparison of growth of PF parasites differentiated from SS parasites by treatment with 6 mM citrate in the presence of glucose (5 mM) to those differentiated by glucose depletion. (B) Growth suppression was reversible by removal of glucose. SS parasites were cultured for 2 days in the presence of citrate (6 mM) or near-absence of glucose, and then cultures were resuspended in glucose-replete or -deficient SDM79θ for 5 days, prior to dilution in fresh medium on the eighth day of growth. (C) Growth of pleomorphic PF cells (differentiated for 7 days from SS) in SDM79θ with assorted sugars (6-DOG, 6-deoxyglucose; xyl, xylose) or (D) in different concentrations of 6-DOG. Panels A and B are representative of at least duplicate assays, while in panel C the bars indicate standard deviation in triplicate assays.

The addition of 5 mM glucose to the environment slowed the growth of PF parasites previously differentiated by glucose deprivation compared to similar cells maintained in very low glucose (Fig. 6B, open squares compared to open circles, day 3 to 7). This growth retardation was relieved within 1 day of glucose removal from the medium (open squares, day 8 to 14). While citrate-treated cells differentiated in the presence of glucose within 1 day (filled triangles), these PF parasites had a reduced growth rate compared to cells differentiated by glucose depletion (open circles, day 3 to 7). This growth retardation was partially relieved after ∼3 days of culture in very low glucose (filled triangles, day 8 to 14), but the ∼30-h doubling time still lagged behind the ∼18-h doubling time of cells differentiated by glucose depletion (open squares, based on rates on days 11 to 14). Glucose was not alone in its ability to temper pleomorphic PF growth, as 5 mM 6-DOG, but not lower concentrations (Fig. 6D), was able to inhibit parasite growth even though it is not a metabolizable sugar (Fig. 6C, x symbol). Similarly, 2-DOG inhibited growth of pleomorphic PF parasites differentiated in the absence of glucose (not shown). Xylose had no impact on PF cell growth (Fig. 6C, open triangles).

### PF parasites differentiated in glucose-depleted medium upregulate amino acid metabolism.

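In LS parasites, the genes that Table S1 gives as higher in PF had a median level of 65.4 CPM, with quartiles of 34.5 and 129 CPM, and 44 of them lay under 10 CPM. The genes it gives as lower in PF had a median of 85.0 CPM, with quartiles of 34.1 and 156 CPM, and 1 of them lay under 10 CPM. In the separate libraries, the first median was 65.8, 64.5 and 66.3 CPM and the second 85.7, 82.8 and 85.7 CPM, so the difference between the lists was larger than the spread between the 3 libraries. Because a few transcripts were very abundant, the genes lower in PF held 17.2% of the LS counts and those higher in PF held 9.31%. Among the members of both lists, 97 genes described as cytosolic ribosomal proteins, components of the translation machinery, had a median of 339 CPM. Another 45 were described as variant surface glycoprotein genes, without the VSG Tb11.1690, with a median of 99.5 CPM and a highest value of 8737 CPM. The study chose both lists with these LS libraries, so a lower LS level of genes higher in PF is not independent evidence.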

Comparison of transcriptome profiles of LS parasites to PF parasites differentiated by culture of SS parasites in very low glucose (5 μM) by differential gene expression analyses revealed that a total of 1,310 transcripts were differentially regulated in the PF cells, with 694 upregulated and 616 downregulated genes (false discovery rate [FDR] < 0.05, |logFC| ≥ 1.0, and counts per million [CPM] >10; see Table S1 for a complete list and verification of a subset by qRT-PCR). This result agrees with previous transcriptome studies which found that a similar number of total genes were differentially expressed between the LS and PF life stages (23, 29).

To determine if the different cues used to trigger differentiation yielded distinct transcript profiles, the data sets for PF parasites differentiated by culture in very low glucose or by culture with CCA in the presence of glucose were compared to the transcriptome of LS parasites (23, 29). Transcripts encoding proteins known to be enriched in BF parasites, like ESAG2, ESAG11, THT1-, and phosphoglycerate kinase C (PGKC), were significantly downregulated in both PF transcriptomes, whereas those known to be enriched in PF parasites, including EP1, EP2, EP3, GPEET, trypanosome hexose transporter 2A (THT2A), purine nucleoside transporter NT10, and several proteins involved in electron transport chain and mitochondrial translation, were significantly upregulated (Fig. 7A).

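Among 15 genes of Fig. 7A, without its ESAG and prohibitin genes, the highest count per gene in LS parasites was that of PGKC (Tb927.1.700), a glycosomal phosphoglycerate kinase of the bloodstream stage, at 799 ± 17.5 CPM (SD, n = 3) without correction for transcript length. PGKB (Tb927.1.710), the copy that the paper lists as higher in PF, was at 47.6 ± 1.12 CPM. The glucose transporter THT1- (Tb927.10.8440) was at 202 ± 19.8 CPM, against 9.85 ± 2.57 CPM for THT2A (Tb927.10.8530), and both differences were larger than the spread between libraries. Of the procyclins, which form the surface coat of PF parasites, EP1 (Tb927.10.10260) at 31.4 ± 2.61 CPM and EP3-2 (Tb927.6.520) at 28.1 ± 2.81 CPM had overlapping ranges, with EP1 the higher within each of the 3 libraries, EP2 (Tb927.10.10250) was lower at 7.64 ± 0.222 CPM, and GPEET (Tb927.6.510) reached 186 ± 4.35 CPM (SD, n = 3). This GPEET level was above that of 89.8% of the genes above 1 CPM in LS.
The other genes compared lay between these values. The Rieske iron-sulfur protein RISP (Tb927.9.14160) was at 126 ± 5.94 CPM, the ATP synthase subunit ATPF1G (Tb927.10.180) at 101 ± 2.81 CPM, the surface phosphoprotein PSSA-2 (Tb927.10.11220) at 82.5 ± 2.58 CPM and the purine transporter NT10 (Tb927.9.7470) at 80.3 ± 3.36 CPM (SD, n = 3). Cytochrome oxidase subunits COXIX (Tb927.10.8320), COXVIII (Tb927.4.4620) and COXV (Tb927.9.3170) were at 80.3 ± 4.25, 54.3 ± 0.700 and 52.6 ± 1.24 CPM. The paper's log2 fold change of PF over LS is -3.21 for PGKC and -1.80 for THT1-, and for the genes higher in PF it runs from 2.34 for NT10 to 6.41 for EP1. Copies of the procyclin, THT and phosphoglycerate kinase genes resemble each other, and only uniquely mapped pairs were counted for them. COXV, COXVIII and RISP belong to the respiratory chain, and PSSA-2 and NT10 lie at the cell surface.

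**Figure D1:**
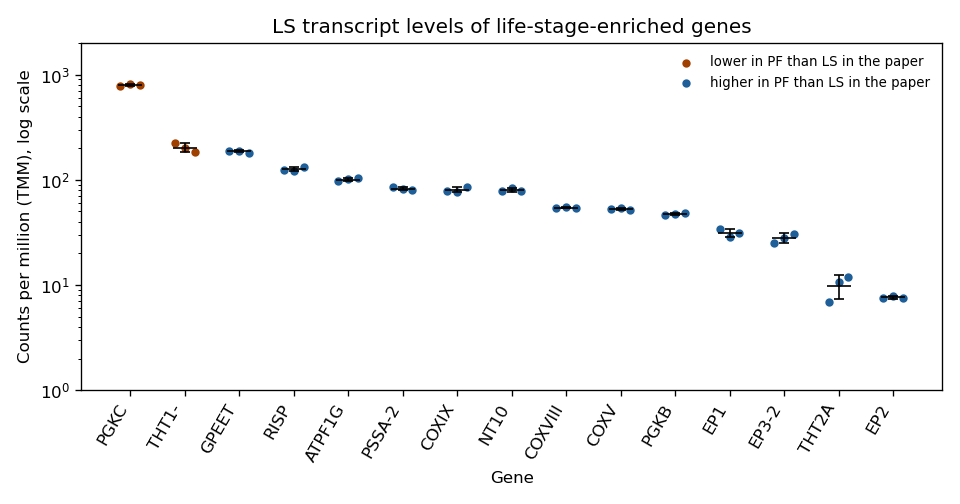
Transcript levels of 15 life-stage-enriched genes in LS parasites in glucose. Each point is 1 of 3 libraries, the vertical axis gives TMM-scaled CPM on a log scale, and the bars give the mean and SD (n = 3). Brown marks the genes that are lower in PF than LS in the paper (PGKC and THT1-) and blue those that are higher. PGKC at 799 CPM lies above the others, and THT2A at 9.85 CPM and EP2 at 7.64 CPM lie lowest.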

**FIG 7:**
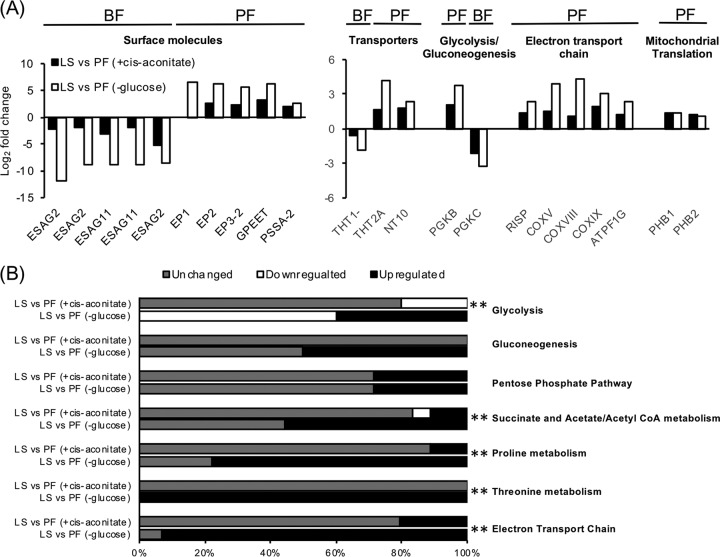
Evaluation of pleomorphic PF differentiated by different cues at the transcriptome level. (A) A comparison of the relative transcript abundance of PF parasites to LS parasites for a subsect of life-stage-enriched genes. PF were generated by differentiation of SS parasites using either glucose-depleted medium (-glc) or *cis*-aconitate treatment (+cis-aconitate). All transcripts included had >2-fold change and adjusted *P* values < 0.05 except for THT1- in PF (+cis-aconitate), which was downregulated less than 2-fold with an adjusted *P* value > 0.05. N/A, data not available. ESAG2, expression site-associated gene 2; ESAG11, expression site-associated gene 11; EP1, EP1 procyclin; EP2, EP2 procyclin; EP3-2, EP3-2 procyclin; GPEET, GPEET procyclin; PSSA-2, procyclic form surface phosphoprotein; THT1-, glucose transporter 1B; THT2A, glucose transporter 2A; NT10, purine nucleoside transporter 10; PGKB, phosphoglycerate kinase B; PGKC, phosphoglycerate kinase C; RISP, Rieske iron-sulfur protein; COXV, cytochrome oxidase subunit V; COXVIII, cytochrome oxidase subunit VIII; COXIX, cytochrome oxidase subunit IX; ATPF1G, ATP synthase F1 subunit gamma protein; PHB1, prohibitin 1, PHB2, prohibitin 2. (B) The percentage of transcripts in major metabolic pathways (as identified by GO term definition and confirmed in TrypanoCyc [60]) that are regulated in PF differentiated by *cis*-aconitate or glucose depletion compared to LS. For glycolysis and gluconeogenesis, only enzymes that participate in one of the reactions were included. Upregulated transcripts are those that increased >2-fold and had adjusted *P* values < 0.05 in PF compared to LS, while downregulated transcripts were decreased >2-fold with adjusted *P* values < 0.05. Chi-squared goodness-of-fit tests were performed for genes in each pathway to determine whether the proportions of regulated genes between PF differentiated by *cis*-aconitate and glucose depletion were different. ** indicates *P* value < 0.01, suggesting transcripts involved in the pathway are differentially regulated in PFs differentiated by the two cues.

While these life-stage-specific marker genes were similarly regulated, differences in the regulation of genes involved in major metabolic pathways were observed. Genes required for glycolysis, the primary catabolic pathway used for ATP production in BF parasites, were largely downregulated (60% of the known or predicted genes in the pathway) in PF parasites differentiated by culture in glucose-depleted medium, while PF parasites differentiated by the presence of *cis*-aconitate had 20% of the known or predicted genes in the pathway downregulated (Fig. 7B; Table S4). 

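Of the 5 genes that Table S4 lists under glycolysis, phosphofructokinase (PFK, Tb927.3.3270) had the highest CPM in LS parasites, without correction for transcript length, at 2452 ± 93.1 CPM, followed by pyruvate kinase (PYK1, Tb927.10.14140) at 2102 ± 59.1 CPM (SD, n = 3), and this difference was larger than the spread between libraries. Hexokinase 1 (HK1, Tb927.10.2010), which phosphorylates glucose, was at 1625 ± 19.0 CPM and its close copy hexokinase 2 (HK2, Tb927.10.2020) at 286 ± 11.8 CPM. The alternative oxidase AOX (Tb927.10.7090), the terminal oxidase of the bloodstream stage, which the table counts here, was at 535 ± 29.7 CPM. The paper's log2 fold change of PF over LS is -2.09 for PFK, -2.76 for PYK1 and -3.05 for AOX, and it is 1.60 for HK1 and 1.30 for HK2. Read pairs shared by HK1 and HK2 were not counted.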

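Both genes that Table S4 lists under gluconeogenesis, the synthesis of hexose phosphate from smaller molecules, were detected in each of the 3 LS libraries. Glycosomal phosphoenolpyruvate carboxykinase (PEPCK, Tb927.2.4210) was at 256 ± 7.01 CPM and fructose bisphosphatase (FBPase, Tb927.9.8720) at 170 ± 2.67 CPM (SD, n = 3), a difference larger than the spread between libraries. The paper's log2 fold change of PF over LS is 3.54 for PEPCK, and Table S4 gives -0.83 for FBPase.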

The percentage of upregulated genes involved in gluconeogenesis was higher in PF parasites differentiated by glucose depletion (50%) than those differentiated by *cis*-aconitate, where the expression of genes in the pathway remained largely unchanged (Fig. 7B; Table S4). Similarly, the percentages of upregulated genes known to be required for succinate and acetate/acetyl-CoA metabolism were higher in PF parasites generated by glucose depletion (56% of known genes involved) than in *cis*-aconitate-differentiated PF parasites (11%).

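In LS parasites, the 18 genes that Table S4 lists for succinate and acetate/acetyl-CoA metabolism had a median level of 158 CPM, with quartiles of 84.4 and 269 CPM, and the lowest of them was at 44.1 CPM. Of the enzymes that act between oxaloacetate and succinate, glycosomal malate dehydrogenase (gMDH, Tb927.10.15410) was at 96.4 ± 3.29 CPM, cytosolic fumarate hydratase (FHc, Tb927.3.4500) at 101 ± 3.07 CPM and NADH-dependent fumarate reductase (FRDg, Tb927.5.930) at 115 ± 5.67 CPM (SD, n = 3), below this median, while a further fumarate reductase (FRDm1, Tb927.10.3650) at 250 ± 6.01 CPM and cytosolic malate dehydrogenase (cMDH, Tb927.11.11250) at 215 ± 4.05 CPM lay above it. Within each of the 3 libraries FRDg was above FHc and FHc above gMDH, although the ranges of FHc and gMDH over the libraries overlapped. On the acetate side, the pyruvate dehydrogenase subunit PDH E1α (Tb927.10.12700) was at 327 ± 5.32 CPM, malic enzyme (MEc, Tb927.11.5440) at 273 ± 16.1 CPM and the succinyl-CoA transferase ASCT (Tb927.11.2690) at 218 ± 7.11 CPM. The paper's log2 fold change of PF over LS is 5.23 for gMDH, 3.70 for FHc, 2.13 for FRDg, 0.19 for FRDm1, -0.42 for cMDH, 2.14 for MEc, 1.44 for PDH E1α and 1.24 for ASCT.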

10.1128/mSphere.00366-18.8 TABLE S4 A list of genes used in comparative gene expression analysis of essential metabolic pathways. Download Table S4, XLSX file, 0.03 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

A larger difference was noted for changes in expression of genes in pathways associated with amino acid metabolism. While the *cis*-aconitate-differentiated PF parasites showed upregulation in several transcripts involved in proline catabolism and electron transport chain, such as succinyl-CoA synthetase alpha subunit (Tb927.3.2230), succinate dehydrogenase assembly factor 2 (SDHAF2, Tb927.6.2510), and the mitochondrial precursor of Rieske iron-sulfur protein (RISP, Tb927.9.14160), to name a few, the majority of transcripts in the pathways were unchanged (Fig. 7B; Table S4). By comparison, expression of most of the known genes involved in proline, threonine, and electron transporter chain (∼78%, ∼100%, and ∼93%, respectively) was upregulated in PF parasites generated by GRS differentiation.

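Of the pathways in Table S4, the 29 genes of proline metabolism had a median level of 149 CPM in LS parasites, the 2 genes of threonine catabolism were at 262 and 376 CPM, and the 29 genes of the electron transport chain had a median of 73.6 CPM. Proline dehydrogenase (PRODH, Tb927.7.210), the first enzyme of proline breakdown, was at 149 ± 3.41 CPM, glutamate dehydrogenase (GDH, Tb927.9.5900) at 128 ± 0.967 CPM, the succinate dehydrogenase subunit SDH1 (Tb927.8.6580) at 177 ± 1.21 CPM and alanine aminotransferase (ALAT, Tb927.1.3950) at 439 ± 6.22 CPM (SD, n = 3). The succinyl-CoA synthetase alpha subunit (Tb927.3.2230) was at 437 ± 25.2 CPM, which overlapped with ALAT between libraries. Threonine dehydrogenase (Tb927.6.2790) was at 376 ± 16.0 CPM and glycine acetyltransferase (Tb927.8.6060), which acts after it, at 262 ± 4.00 CPM. In the electron transport chain, the ATP synthase subunit ATPB (Tb927.3.1380) had the highest CPM, without correction for transcript length, at 346 ± 5.87 and cytochrome c1 (CYC1, Tb927.8.1890) was at 143 ± 11.8 CPM.
No pair was counted for COXX (Tb927.11.13140) in any of the 3 LS libraries, whereas COXIV (Tb927.1.4100) was at 85.3 CPM and COXV at 52.6 CPM. For COXX this allows a level of up to 0.538 to 0.671 CPM per library, taken as 3 counts, a limit of counting error only. Pairs that do not map uniquely were not counted, so 0 counts need not mean that the COXX transcript was absent. Table S1 does not list COXX. Table S4 gives a log2 fold change of 7.37 for COXX, and the paper's value is 2.65 for PRODH, 2.86 for GDH, 2.28 for SDH1, 0.01 for ALAT, 1.35 for Tb927.3.2230, 2.55 for Tb927.6.2790, 2.11 for Tb927.8.6060, 2.88 for ATPB and 2.68 for CYC1. From the larger share of pathway genes regulated after glucose depletion than after cis-aconitate, the paper proposes that glucose availability may influence which metabolic pathways are activated in different developmental stages.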

## DISCUSSION

Cellular mechanisms for adaptation to environmental nutrient availability are found in organisms as divergent as microbes and humans. These mechanisms typically initiate upregulation of alternative metabolic pathways, reduction of macromolecule synthesis in response to limited nutrients, and enhancement of the expression of genes that may improve organism dispersal to ultimately lead to colonization of new, nutrient-rich environments. Additional responses include those that trigger development into quiescent or environment-resistant forms that can tolerate exposure to hostile environments.

The rapid depletion of glucose from a tsetse fly blood meal, as described by Vickerman (11), suggests that glucose abundance could serve as a cue for developmental programming. However, the rate of GRS differentiation is, by itself, likely too low to be biologically relevant. It is interesting, however, that combination with other treatments known to influence differentiation (but that are by themselves insufficient to trigger differentiation) potentiated the rate of differentiation to levels similar to those observed with described cues. A temporary cold shock treatment (9) combined with culture in very low glucose led to detectable EP procyclin protein expression after three hours and outgrowth within 1 day. This was a notable reduction from the 3-day period required when parasites were grown in minimal glucose alone (Fig. 3). Cold shock treatment also upregulates the carboxylate transporter PAD2 and is therefore important for sensitizing SS parasites to physiologically relevant levels of CCA (3, 4). Interestingly, glucose depletion also upregulated PAD2 expression. Given that glucose is precipitously depleted from the blood meal (11), the upregulation of PAD2 in response to glucose depletion may serve as an additional or alternative means of increasing SS parasite sensitivity to CCA. It is also interesting that many expression site-associated genes (ESAGs) are significantly regulated both during the transition from LS to PF and when glucose is removed from SS (see Tables S1 and S3 in the supplemental material). 

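Among the members of Table S1 described as expression site-associated genes, 75 had a median level of 40.2 CPM in LS parasites, from 11.0 to 779 CPM. The 5 members of the ESAG5 family had a median of 121 CPM, from 66.7 to 779 CPM. For ESAG2, 12 genes had a median of 117 CPM, from 13.6 to 616 CPM. They include Tb927.6.540 at 100 CPM, which is described as a gene related to ESAG2 (GRESAG2). The 8 members of ESAG11 were between 13.8 and 347 CPM, the 21 of ESAG3 between 11.0 and 402 CPM with a median of 38.8 CPM, and the 15 of ESAG1 between 12.7 and 163 CPM. ESAG9, which the paper describes as a transcript elevated in the stumpy stage, was represented by 7 genes between 14.7 and 74.1 CPM, with a median of 26.1 CPM. Over all 75, the median was 41.2, 44.6 and 43.5 CPM in the separate libraries. The study chose these genes with the same LS libraries, and members of each family share sequence, so pairs that map to several of them were not counted.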

Expression changes of these genes, which are proximal to telomeres, suggest a potential variation in active expression sites. Others have postulated that environmental stimuli can influence gene expression and ultimately developmental fate by modification of chromatin at the epigenetic level (30).

The differentiation of SS parasites in response to reduced glucose availability required inclusion of amino acids in the medium at the initiation of, and throughout, differentiation and yielded PF parasites with transcriptome-wide alteration of the expression of major metabolic pathway genes, a pattern not found in PF parasites differentiated through *cis*-aconitate treatment. This difference suggests that glucose availability may influence activation of metabolic pathways required for different developmental stages. To assess if the gene expression pattern was uniquely associated with glucose depletion, the transcriptome changes in response to glucose depletion were compared to transcriptional data generated from analysis of nine other transcriptomes (Table S4) (17, 25, 29, 31–36). The analyses include transcriptomes from pleomorphic EATRO1125 LS and PF and pleomorphic TREU927 LS and PF generated from mouse-derived SS parasites with 6 mM *cis*-aconitate, monomorphic Lister 427 BF and lab-adapted PF parasites, and monomorphic BF (Lister 427) parasites with RBP10 knocked down. These data sets provide insight at a genome-wide scale of the regulation of transcripts during transition of trypanosomes from blood to insect stages. Because these were generated using different sample preparation methods, library construction approaches, and bioinformatic methodologies, comparing the transcriptomes is challenging and may potentially reduce the value of the data found in samples scored by more sensitive approaches. Therefore, for this comparison, genes with a fold change ≥2 and a *P* value of <0.05 in a given study were considered significantly regulated and the regulation (noted as up- or downregulated) was then compared to those identified in this work. Five of the transcriptomes with accessible statistical analysis were chosen as representatives, and differences and similarities to the transcriptome generated in this study were examined (Fig. S4). The cells used in the five treatments were maintained in media that contained at least 5 mM glucose (17, 23, 31, 33, 36).

10.1128/mSphere.00366-18.4 FIG S4 Evaluation of transcriptomes from pleomorphic PF parasites differentiated with different cues. The percentage of transcripts in major metabolic pathways (as identified by GO term definition and confirmed in TrypanoCyc [60]) that were regulated in PF parasites differentiated by *cis*-aconitate or glucose depletion compared to LS parasites. For glycolysis and gluconeogenesis, only enzymes that participated in one of the reactions were included. LS versus PF (-glucose), transcript abundance from PF differentiated by glucose depletion compared to LS from this study; LS versus PF (+cis-aconitate_I), transcript abundance from PF differentiated by *cis*-aconitate compared to LS (23); LS versus PF (+cis-aconitate_II), transcript abundance from PF differentiated by *cis*-aconitate compared to LS (31); cBF versus cPF, transcript abundance from lab-adapted PF compared to lab-adapted BF (33); cBF vs cBF (RBP10 RNAi_I), transcript abundance from BF with RBP10 knocked down compared to wild-type BF (17); cBF vs cBF (RBP10 RNAi_II), transcript abundance from BF with RBP10 knocked down compared to the wild-type BF (38). Chi-squared goodness-of-fit tests were performed for genes in each pathway to compare the regulation patterns of GRS-differentiated PF parasites to those from other treatments. ** indicates *P* value < 0.01, suggesting transcripts involved in the pathway are differentially regulated in PF parasites differentiated by the two cues. Download FIG S4, PDF file, 0.03 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

While PF cells generated in these studies generally downregulated glycolytic genes and upregulated amino acid metabolism genes, the proportion of the genes differentially regulated in these categories was significantly different from the regulation generated by glucose depletion (Fig. S4). Interestingly, the upregulation of the two hexokinase genes was only observed when PF were maintained in media with very low glucose levels or when the cells were supplemented with glycerol (Table S4, Qiu, Queiroz, and Naguleswaran columns). While the trend was not statistically significant, the overall regulation of the glycolytic and amino acid metabolic pathways in these three PF lines was highly similar. This similarity may not be a coincidence but may reflect the influence of glucose and glycerol on a regulatory pathway. Consistent with this, inclusion of glucose or glycerol in growth medium has been shown to have the opposite impact on GPEET transcript levels, a marker of early PF parasites (19).

In T. brucei, the transcriptional regulation largely occurs at the posttranscriptional level, a process that frequently involves the action of RNA binding proteins (37). One such RNA binding protein, RBP10, has been shown to play a major role during the transition of parasites from blood to insect stages (17, 38). As an RNA binding protein that is exclusively expressed in BF parasites, RBP10 influences gene expression at both transcript and protein levels. Knocking down RBP10 in BF parasites has been found to trigger a series of developmental changes that eventually give rise to PF parasites (38). Consistent with a role in regulating development, RBP10 transcript levels were found to be downregulated in most of the PF transcriptomes compared here, including the one derived from glucose depletion in this study (Table S4). 

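In LS parasites, the transcript of RBP10 (Tb927.8.2780), an RNA-binding protein of the bloodstream stage, was at 67.1 ± 5.59 CPM (SD, n = 3). The 3 libraries gave 72.3, 61.2 and 67.7 CPM for RBP10, from 295 to 427 counts each. This level was above that of 47.5% of the genes above 1 CPM in LS. The paper's log2 fold change of PF over LS is -1.72 for RBP10.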

Comparison of the genes that were statistically significantly differentially expressed in the work presented here and in the Mugo and Clayton study (38) revealed that transcriptional changes during transition from the LS to PF tended to be similar in direction (either up- or downregulated) but were of greater magnitude than those found when RBP10 was silenced in BF parasites (Fig. S3C and D and Data Set S1). This suggests potential differences in the differentiation induced by the two approaches (Fig. S3C) and may explain why the dramatic alteration of transcript abundance for genes involved in energy metabolism observed in our study was also not observed in RBP10 knockdown BF cells (Fig. S4 and Table S4). A similar trend was visible when comparing the transition from LS to SS to BF with RBP10 RNAi, but the number of statistically significantly differentially expressed genes shared between these comparisons was significantly lower (Fig. S3D and Data Set S1).

10.1128/mSphere.00366-18.10 DATA SET S1 Data used to generate the comparison of RBP10 RNAi BF Mugo and Clayton (38) to either LS to PF or LS to SS from Qiu et al. Download Data Set S1, XLSX file, 1.1 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

GRS differentiation includes a nutrient adaptation mechanism that responds to glucose, either as a result of the perception of a signal through glucose metabolism or by signaling through a glucose-specific receptor-mediated pathway. The observation that GRS differentiation in SS parasites was inhibited by low concentrations of 6-DOG, a glucose analog that is not a substrate for glycolysis, suggests that T. brucei perceives the presence of the hexose through a glycolysis-independent pathway. In other eukaryotes, glucose receptor-mediated signaling is known to influence cellular responses to extracellular glucose (39, 40). The identity of potential glucose receptors that would participate in this sort of response in T. brucei is unknown, but it is possible that one or more of the trypanosome hexose transporter family members, or one of the hexokinases, could serve this role, given that they have similar *K_M_* values (52 μM for the trypanosome hexose transporter 2 and 90 μM for the trypanosome hexokinase 1) to the concentration of glucose required to inhibit GRS differentiation (50 μM) (41, 42). However, the involvement of glucose metabolism in cellular development and nutrient adaptation cannot be completely ruled out. Treatment of monomorphic BF with phloretin, a glucose uptake inhibitor, has been shown to trigger a differentiation-like transcriptome change in the parasites (16).

The pleomorphic PF parasites generated by the GRS differentiation offer additional evidence for two pathways to sense glucose. First, 6-DOG inhibited growth of these PF cells, suggesting metabolism was connected to the observed growth repression. However, the onset of growth inhibition by addition of glucose to the medium was more rapid than that observed using 6-DOG (Fig. 6C), possibly because it activated both the glycolysis-dependent and the glucose receptor-mediated pathways simultaneously, while 6-DOG could only initiate the receptor-mediated pathway. Alternatively, glucose uptake may have been more efficient, which could impact the activity of an intracellular glucose binding protein-based response.

While LS parasites are dependent on host glucose for ATP production, PF parasites have a more dynamic metabolism and are capable of utilizing either amino acids or sugars as carbon sources. Laboratory-adapted PF parasites grown in glucose-rich culture media preferentially metabolize glucose with coincident downregulation of proline consumption (43, 44). PF parasites generated by culture of SS forms in reduced-glucose media responded to the sugar differently, by displaying growth inhibition (Fig. 6). This was similar to glucose-induced growth inhibition noted in PF parasites isolated from tsetse fly midguts (45), which presumably occurred because these parasites had been adapted to the amino acid-rich fly gut environment (46). Additionally, the negative impact of glucose on parasite growth may explain why trypanosome infections are more readily established in blood-starved tsetse flies than in fed insects (47, 48).

In conclusion, the glucose signaling pathway in the African trypanosome may not be directly connected to glycolysis, but the pathway does play an important role in the metabolic adaptation of the parasite (Fig. 7; Fig. S3A and Table S4), which may in turn influence other aspects of developmental differentiation through known pathways.

## MATERIALS AND METHODS

### Ethics statement.

All procedures were carried out in accordance with the PHS Policy on the Care and Use of Laboratory Animals and in accord with the CU PHS Assurance Number A3737-01 under the approval of the Clemson University Institutional Animal Care and Use Committee (IACUC). Clemson University animal research and teaching facilities and programs are registered by USDA, Animal Care (AC) (Registration Number 56-R-0002), and animal research programs and facilities have full accreditation from the Association for Assessment and Accreditation of Laboratory Animal Care, International (AAALAC). Euthanasia by heavy anesthetization followed by bilateral pneumothorax was used based on recommendations from the AVAM Guidelines for the Euthanasia of Animals.

### Trypanosomes and cell culture conditions.

Trypanosoma brucei *brucei* 427 BF parasites, a representative monomorphic strain, were cultured as described previously in HMI-9 medium (49). LS and SS T. brucei EATRO1125 were isolated from infected Swiss Webster mice 3 to 4 or 6 to 7 days after infection, respectively, by preparation of buffy coats and purification through DEAE chromatography. Cells were maintained in HMI-9 medium (with LS density kept under 5 × 10^5^ cells/ml) for 1 day before use.

To assess trypanosome responses to environmental manipulations, a BF medium with very low glucose, RPMIθ, was made by modifying HMI-9 (49) with additional features adapted from reference 50 including replacement of IMDM with glucose-free RPMI that has been buffered with HEPES to pH 7.4, elimination of SerumPlus, and use of dialyzed FBS (10% final concentration [f.c.]). A PF medium with very low glucose, SDM79θ, was generated by eliminating glucose from SDM79 (51) using dialyzed FBS (10% f.c.) in lieu of standard serum. Both media have a final glucose concentration of ∼5 μM. To score the impact of culturing under extremely-low-glucose conditions, parasites were washed three times in warmed PBS to eliminate residual glucose before resuspension at ∼5 × 10^5^ cells/ml in prewarmed (at 27°C) SDM79θ with or without additional carbon sources or glucose analogs added. Cultures were incubated at 27°C in 5% CO_2_ with their medium changed every 2 days. Cell numbers were scored daily during the first week and every other-day in the second week, and cell viability was determined by propidium iodide (PI) staining (0.5 μg/ml final concentration) followed by flow cytometry on an Accuri BD flow cytometer (BD Biosciences, San Jose, CA).

### Glucose measurements.

To assay the glucose concentration in the parasite growth medium, an Amplex Red Glucose/Glucose Oxidase Assay kit (Invitrogen, Carlsbad CA) was used. All time points were tested in triplicate, with parasites removed by centrifugation (16,000 × *g*, 2 min) and supernatant tested according to the protocol provided by the manufacturer.

### RNA analysis.

To assess the consequence of glucose availability on steady-state transcript abundance, RNA-seq was performed on LS cells isolated from rodents and cultured in HMI-9 for 1 day, SS cells incubated for 1 day in RPMIθ with or without added glucose (5 mM) supplemented with or without proline and threonine, and PF cells differentiated from SS in very low glucose. Three biological replicates of each treatment were conducted, and RNA was isolated using an Aurum Total RNA Mini kit (Bio-Rad). Libraries were constructed using the TruSeq Stranded mRNA Library Prep kit (Illumina, San Diego, CA USA). The total RNA fraction was enriched for mRNA using poly(A) capture, and libraries were constructed using the TruSeq Stranded mRNA kit. Quality metrics were analyzed for all samples using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Trimming of low-quality bases and adapter sequences was performed using Trimmomatic (52). Trimmed reads were aligned using gsnap to the TriTrypDB-28_TbruceiTREU927 genome, minus the 11-bin scaffold/chromosome. The maximum number of mismatches allowed was determined by the formula (readlength + index_interval − 1)/kmer − 2), where readlength = 150 and index_interval = 3. Subread’s featureCounts counted by transcript including only uniquely mapped, concordantly aligned, reversely stranded paired-end reads (53). Raw read counts (see Table S5 in the supplemental material) were then used as input to edgeR for differential gene expression (DGE) analysis using generalized linear models (GLM) (54, 55). Genes with low coverage across all samples were filtered out, and library sizes were normalized using the trimmed mean of M-values method. Sample comparisons were set up as likelihood ratio tests, and genes having an FDR of <0.05, |logFC| ≥ 1.0, and cpm of >10 were considered to have significant expression abundance changes.

10.1128/mSphere.00366-18.9 TABLE S5 Lists of raw mapped read counts for the data sets generated in this work and of qRT-PCR primers used in this study. Download Table S5, XLS file, 2.0 MB. Copyright © 2018 Qiu et al. 2018 Qiu et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To verify the quality of RNA-seq, qRT-PCR was performed using a Verso 1-step RT-qPCR kit (ThermoFisher) in a CFX96 Touch Real-Time PCR Detection System (Bio-Rad) for selected transcripts. *C_T_* values of transcripts were used to solve relative expression by the comparative *C_T_* (2^−ΔΔ^*^CT^*) method using the expression of the telomerase reverse transcriptase (TERT) gene or 60S ribosomal protein L10a (RPL10A) as reference as described previously (16, 56, 57). Primers for transcripts were designed through GenScript Real-time PCR (TaqMan) Primer Design (https://www.genscript.com/tools/real-time-pcr-tagman-primer-design-tool) and confirmed by blasting against the Trypanosoma brucei *brucei* TREU927 transcriptome database on TriTrypDB (http://tritrypdb.org/tritrypdb/). A list of primers used in qRT-PCR can be found in Table S^5^.

### Flow cytometry and epifluorescence microscopy.

For analysis of surface molecule expression of parasites by flow cytometry, antibody staining was performed using protocols modified from reference 58. Briefly, 0.5 × 10^6^ to 2 × 10^6^ cells were washed in PBS and fixed in 4% formaldehyde-0.05% glutaraldehyde for 1 h at 4°C. Cells were then incubated in blocking solution (2% BSA in PBS) for 1 h before application of FITC-conjugated EP procyclin antibody (monoclonal antibody TBRP1/247, Cedarlane Laboratories, 1:1,000) or PAD1 antibody (a generous gift of Keith Matthews, University of Edinburgh, 1:1,000). Cells were washed three times in PBS before addition of Alexa Fluor 488-conjugated goat anti-mouse (1:1,000) or goat anti-rabbit secondary antibody (ThermoFisher Scientific, 1:1,000) prior to analysis by flow cytometry.

Immunofluorescence assays were performed using a protocol modified from reference 59. Parasites (1 × 10^6^ cells) were harvested (800 × *g*, 8 min), washed with PBS, and then fixed in 4% formaldehyde in PBS for 30 min at 4°C. Cells were washed with PBS, allowed to settle on polylysine-coated slides, and permeabilized with 0.1% Triton X-100 in PBS for 30 min. After being washed in PBS, cells were incubated in blocking solution (10% normal goat serum and 0.1% Triton X-100 in PBS) for 1 h at room temperature, followed by addition of the FITC-conjugated EP procyclin antibody diluted at 1:100 or PAD1 antibody diluted at 1:100 in blocking solution. Primary antibodies were detected with Alexa Fluor 488-conjugated antiserum diluted at 1:1,000. Vectashield mounting medium with DAPI was applied for the detection of nucleus and kinetoplast DNA. Cells were visualized on a Zeiss Axiovert 200M using AxioVision software version 4.6.3 for image analysis.

### Metadata analyses.

SRA data were downloaded from BioProjects PRJEB13058 (38) and PRJEB19907 (25). Due to differences in library preparation and sequencing, the Qiu et al. data set had to exclude all R2 reads, Qiu et al. and Naguleswaran et al. data sets had to be truncated to 50 bp, and Mugo and Clayton and Naguleswaran et al. data sets had to be downsampled to 10 million reads per sample. Seqtk was used for truncating and downsampling. The downsampling was done posttrimming, with Trimmomatic, for low-quality bases and adapter sequences. The resulting fastq files were aligned by gsnap to the TriTrypDB-28_TbruceiTREU927 genome, minus the 11-bin chromosome. Subread’s featureCounts was used to identify reads uniquely aligned to known genes. All reads were considered unstranded for alignment and feature calling. A table of all samples’ counts was used as input to edgeR for differential gene expression analyses. Following the pipeline used in this study, DGE analysis was used to compare total RNA fractions of BF to BF RBP10 RNAi from Mugo and Clayton, LS to SS from Naguleswaran et al., and, LS to SS and LS to PF from Qiu et al. The normalization, modeling, and comparison for the data set from Mugo and Clayton had to be analyzed separately postfiltering due to considerable technical variations in the gene counts. DGE tables are presented in Table S5 and Data Set S1. Comparisons by comparison log_2_FC scatterplot are presented in Fig. S3C and D.

### Accession number(s).

The BioProject accession number is PRJNA438967, which contains all raw data in this study.

How the deposited data were processed for this re-analysis (not part of the article)

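RNA-seq counts of 17 T. brucei libraries were re-analysed. The 3 LS libraries in glucose are those of the paper's comparisons with SS and PF parasites. The other libraries are not reported in the paper: 2 of LS parasites without added glucose, numbered 2 and 3, and 12 of the monomorphic bloodstream form (BF) strain Lister 427, with 3 each at 5 mM glucose at 0 h and at 12 h, at 1 mM at 12 h and at 0 mM at 12 h. According to the labels, the LS libraries in glucose belong to an earlier deposited study and the other libraries to a later one. The paper states 3 biological replicates for LS parasites in glucose. For the other groups nothing says that the libraries came from separate cultures, so their p-values measure only the spread between these libraries, which may be technical. The time in culture of the LS parasites without added glucose is not given in the sources used here, and SS and PF libraries were not analysed here.

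The deposited values are raw counts of read pairs per gene for 12094 gene IDs. For the libraries of the paper, the authors made the counts as its methods describe, from poly(A)-captured, stranded libraries with Trimmomatic, gsnap and featureCounts. The submitters' processing notes for all 17 libraries name bcl2fastq 2.20.0, Trimmomatic 0.36, Subread, featureCounts and edgeR. An aligner version is not given in the sources used here. Totals ranged from 4468233 to 5573347 counts in LS parasites in glucose (median 5263688) and from 5239525 to 5305915 in LS parasites without added glucose. In BF parasites they ranged from 6597294 to 8279889 at 5 mM and 0 h (median 7535380), from 5760121 to 7283122 at 5 mM and 12 h (median 6276568), from 6242371 to 7230009 at 1 mM (median 6614150) and from 5243855 to 6959517 at 0 mM (median 6134398). No columns held identical values, and every pair of libraries of a group differed by more than sampling noise.

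Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and plots were made in Python 3.11 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The main test was edgeR's quasi-likelihood test with TMM factors, its default filter on low counts and Benjamini-Hochberg adjustment, with a call at an adjusted p under 0.05. The 5 LS libraries were fitted alone, the 12 BF libraries together, and the difference between the LS and BF responses as an interaction in a fit of all 17. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene lists were taken from Tables 1, S1, S3 and S4 and from product descriptions in those tables, and 32 lists with at least 5 tested members were tested in each comparison with camera of limma on log2 CPM (prior count 2, inter-gene correlation of 0.01), with adjustment over the lists. The descriptions come from tables of regulated genes, so lists made from them hold members of those tables alone. Of the list calls in the 6 comparisons, 1 holds with an estimated correlation, that of the electron transport chain between 12 h and 0 h at 5 mM.

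The samples, lists, tests and alternatives were fixed before the data were examined, with the exceptions named as chosen later. Genes were named by a rule: for each comparison, the 8 with the largest rise and the 8 with the largest fall among genes with a call, a mean above 10 CPM and no overlap between groups, and in addition the genes of Table 1 and Fig. 7A, stage markers and genes named in the paper's text, whose values in the paper's tables had been seen. Of these, the text names those with a description or those needed beside a group, a choice made after the values were seen. Alternatives were RLE factors, library size alone, DESeq2, edgeR's likelihood ratio test as in the paper's methods, no filter on low counts, a filter at 10 CPM, VSG, ESAG and pseudogene IDs left out (139 IDs), leave-one-out, the replicate number as a block, other sets of libraries in the fit, and the paper's thresholds (an absolute log2 fold change of at least 1 and a mean above 10 CPM). Leaving out 485 IDs of noncoding RNA and leaving out both 5 mM libraries numbered 2 were added after seeing the data.

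Gene names came from the paper's tables for 1279 IDs. The RefSeq gene table for assembly ASM244v1 matched 4836 IDs; it is not shown to be the build that the authors used, so it served only for names and for the order of neighbouring genes, and no coordinates are given. The test was checked on simulated counts with 200 genes changed. In the LS comparison, over 8405 genes, it recovered 55 of 67 genes changed by 0.5 on the log2 scale, 66 of 67 changed by 1 and 66 of 66 changed by 2, and called 14 unchanged genes. In the comparison of BF parasites at 0 and 5 mM, over 8585 genes, it recovered 61 of 67, 65 of 67 and 65 of 66, and called 13 unchanged genes. Far fewer genes changed in these simulations than were called in the 2 real comparisons. The simulations thus do not check the scaling or the false calls where most genes change.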

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

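The tests of swapped labels, of a shared handling step, of the deposit as the whole LS change and of both explanations for the ribosomal protein genes were chosen after the result was seen, and so were the search for neighbouring genes, the share of noncoding RNA and the choice of the TTAGGG binding factor.

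The paper does not report the libraries of LS parasites without added glucose or of BF parasites. In LS parasites, edgeR's quasi-likelihood test called 6279 of 8450 genes changed without added glucose, 3115 higher and 3164 lower. With library size alone the split was 2168 higher and 4434 lower, as the median log2 fold change of all genes moved from -0.02 to -0.27. In BF parasites at 12 h, it called 6633 of 8616 genes changed at 0 mM against 5 mM (3197 higher and 3436 lower; 2596 and 4174 with library size alone, as the median moved from -0.04 to -0.19) and 6510 at 0 mM against 1 mM (3158 higher and 3352 lower). The values of the groups did not overlap for 6887 genes in LS (81.5%, where chance gives 20%) and for 6707 genes in BF at 0 mM against 5 mM (77.8%, where chance gives 10%). The other 9 splits of the 6 libraries of each of these BF comparisons called at most 0 genes with edgeR, with at most 337 genes (5 mM) and 282 genes (1 mM) at an unadjusted p under 0.05. Each real split was 1 of 10, and 10 splits are too few for a share under 0.05. The other splits also put libraries of both glucose levels into each group, which raises the spread within groups. Their low counts thus follow from the real difference and are no separate support for it.

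Pattern of the LS change. The BF change at 0 mM was measured within 1 deposit. A technical difference between deposits that acts on genes without regard to their BF change would leave the LS change without relation to it. The log2 fold changes instead had a Spearman correlation of 0.72 across 8368 genes, which argues against such a difference as the whole change. A technical difference that acts on the same genes as the BF change would also give a correlation and is not excluded. How many of the 6279 calls come from the deposit cannot be told apart from glucose, because no deposit holds LS libraries of both conditions. The medium of the LS parasites in glucose, for which labels and paper differ, and the time in culture without added glucose, which is not given in the sources used here, were not tested, and a response to glucose remains a biological hypothesis. The paper reports that most LS parasites died in culture at very low glucose. The viability of the LS parasites sequenced without added glucose was not examined here, so its part in the change stays open.

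Pattern of the ribosomal protein genes. The LS and BF responses differed for 3964 of 8727 genes by the interaction test (2127 higher in LS and 1837 lower; 1467 and 2529 with library size alone), and 94 of 97 cytosolic ribosomal protein genes were among those higher in LS (94 adjusted over the list alone; camera adjusted p = 1.22e-41, and adjusted p = 0.22 with an estimated correlation). In LS, 94 of 96 rose and 1 fell (median log2 fold change 1.01), and in BF at 0 mM 4 rose and 60 fell (median -0.25). The scaling may shift both medians. With library size alone, which lowers the LS values, 93 still rose in LS. With RLE factors, which raise the BF values slightly, 54 of 96 still fell and 4 rose in BF (81 fell with library size alone). This argues against the choice among these scalings as the source of the opposite directions. RLE factors moved the BF median only from -0.25 to -0.22, however. A larger common shift, which these scalings could miss where most genes change, is not excluded. The rise of 94 genes in LS cannot be told apart from the deposit, as above. Table S1 holds 97 of the 97 genes, and the study chose it with the LS libraries in glucose. The list thus leaves out ribosomal protein genes that Table S1 does not hold, and its LS and interaction results are not independent evidence. Strain and life-cycle stage, which differ between LS and BF libraries, stay open and were not tested.

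In BF parasites at 12 h, 990 genes were called at 1 mM against 5 mM (590 higher and 400 lower; 357 and 1157 with library size alone), and 940 between 12 h and 0 h at 5 mM (456 higher and 484 lower). For 1 mM, the count was 1518 without the 5 mM 12 h library 2, 108 without library 1, 140 without library 3 and 80 without the 1 mM library 2. For 12 h against 0 h, it was 1420, 441 and 468 without the 12 h libraries 2, 1 and 3, and 352 and 405 without the 0 h libraries 1 and 3. Among the other 9 splits, the highest count was 3 for 1 mM against 5 mM, and 389 for 12 h against 0 h, in the split that exchanges the libraries numbered 2. Each real split was 1 of 10, too few splits for a share under 0.05. Here too the other splits mix both conditions in each group, so their low counts are no separate support.

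Pattern of the 5 mM libraries numbered 2. These libraries lay apart from others of their groups. Exchanged labels may give such a pattern, but the 12 h library 2 differed more from the nearer 0 h library (chi-square per degree of freedom 9.33) than from its own 12 h mates (6.62 and 6.44), and the 0 h library 2 was nearer to its own mates (4.08 and 3.63) than to the 12 h libraries 1 and 3 (7.65 and 7.51), which argues against a full exchange. A shared handling step would move both libraries the same way, whereas their deviations from the group means had a correlation of -0.421 across genes. A partial mixing of the 2 RNAs and a different time of harvest stay open and were not tested. With both libraries left out, which was added after seeing the data, 1562 genes were called at 1 mM against 5 mM and 1717 at 12 h against 0 h.

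PAD2 (Tb927.7.5940) rose in LS without added glucose with a log2 fold change of 2.99 (standard error 0.06, adjusted p = 1.44e-16 from edgeR's quasi-likelihood test; 2355 ± 62.9 CPM, SD, n = 2, against 297 ± 6.81, n = 3) and in BF at 0 mM with 3.53 (standard error 0.12, adjusted p = 1.2e-15). Tb927.10.12850 (TRF), described as a TTAGGG binding factor, rose with a log2 fold change of 1.56 in LS (adjusted p = 1.66e-13) and of 3.24 in BF at 0 mM (adjusted p = 4.31e-16, edgeR), where it was the gene with the highest count in all 3 libraries. Tb927.8.2864, a small nuclear RNA, rose with a log2 fold change of 2.66 in LS at a mean of 5.76 CPM (adjusted p = 2.15e-07) and of 6.24 in BF at 0 mM (adjusted p = 1.64e-16, edgeR). The share of counts in noncoding RNA was 0.0367% in LS in glucose, 0.0937% in LS without added glucose, 0.0357% in BF at 5 mM and 12 h and 0.123% in BF at 0 mM, and without the 2 most counted of these RNAs it was 0.0332%, 0.0668%, 0.0324% and 0.0791%. Among the genes placed in the RefSeq order, the longest run of neighbours that rose at least 4-fold was 9 genes in LS and 11 in BF at 0 mM. Many genes of the LS run were near the detection limit.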

How the results depend on the processing

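The alternatives without noncoding RNA and without both 5 mM libraries numbered 2 were chosen after the result was seen. Over the alternatives, 94 of 112 counts of changed genes stayed within 1.5 times their main value, 452 of 496 list results and 1279 of 1309 gene results kept their direction and side of the threshold, and the cause of the changes below was not tested unless fewer genes or libraries set it. At the paper's thresholds, which call fewer genes by construction, 1023 genes were called in LS, 1370 in BF at 0 against 5 mM, 1303 at 0 against 1 mM, 11 at 12 h against 0 h, 601 in the interaction and 0 at 1 against 5 mM, where edgeR gave 990 on the adjusted p alone and 2608 at an unadjusted p under 0.05, DESeq2 1108 and the likelihood ratio test 1421. With library size alone, 1514 were called at 1 against 5 mM, and PFK (Tb927.3.3270) in LS turned from 0.22 to -0.034 (adjusted p = 0.629; 0.086 to 0.108 without the glucose library 2 or the low-glucose library 3). Leave-one-out counts ran from 80 (without the 1 mM library 2) to 1518 (without the 5 mM 12 h library 2) at 1 against 5 mM, with 108 and 140 without the 5 mM 12 h libraries 1 and 3, and from 352 (without the 0 h library 1) to 1420 (without the 12 h library 2) at 12 h against 0 h, with 405 without the 0 h library 3 and 441 and 468 without the 12 h libraries 1 and 3. Without both libraries numbered 2 they were 1562 and 1717. Of 32 lists, camera called 19, 15, 23, 11, 18 and 8 (LS, 0 against 5 mM, 1 against 5 mM, 0 against 1 mM, 12 h against 0 h and the interaction), and 0, 0, 0, 0, 1 and 0 with an estimated correlation. Fry, which does not compare a list with other genes, called 31 at 0 against 5 mM, 29 at 0 against 1 mM and 21 in the interaction. The LS fit with all 17 libraries gave 12, and leave-one-out gave 8 to 13 in the interaction, with 13 without the low-glucose library 3. The median LS level of the Table S1 genes was 72.8 CPM, 78.1 with library size alone, 78.9 with TMM over all 17 libraries and 71.8 to 72.3 in leave-one-out.

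The replicate numbers did not pair the libraries, with correlations of same-numbered deviations from -0.421 to 0.159. With the replicate number as a block, edgeR moved no count by 1.5 times, with 5985 genes in LS, 873 at 1 against 5 mM, 6476 at 0 against 1 mM, 825 at 12 h against 0 h and 3533 in the interaction, and camera called 20, 16, 23, 11, 18 and 9 lists. No gene named in the text changed its call under the block. At these depths the simulated LS comparison recovered 82.1% of genes changed by 0.5 on the log2 scale.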

Other observations

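The test of the Table S3 genes, the search for neighbouring genes and the grouping of ESAG genes by family were chosen after the result was seen. The PAD and hexose transporter genes rose in both LS and BF parasites without glucose, with library size alone in 6 of 7 hexose transporter genes, and more genes of proline metabolism rose than fell. Of 2 genes of threonine catabolism, 2 rose in LS, and in BF 0 rose and 1 fell by edgeR (2 fell with library size alone). Of 6 PAD genes, which encode carboxylate transporters, 6 rose in LS (6 adjusted over the list alone; median log2 fold change 2.17; camera adjusted p = 0.000189, and adjusted p = 0.306 with an estimated correlation). In BF at 0 mM against 5 mM, 6 rose (6 adjusted over the list alone; median 2.51; camera adjusted p = 0.000497, and adjusted p = 0.428 with an estimated correlation). The paper reports that monomorphic BF parasites did not become SS in very-low-glucose medium, so these transcripts alone do not show a stumpy stage. The viability of the BF parasites sequenced at 0 mM was not examined here. PAD1 (Tb927.7.5930) had log2 fold changes of 2.44 in LS and 2.49 in BF, with no call for a difference (interaction adjusted p = 0.913, edgeR). Of 7 hexose transporter genes, 7 rose in LS and 7 in BF (7 each adjusted over the list alone, 6 each with library size alone; camera adjusted p = 0.0325 and 0.0101, and adjusted p = 0.436 and 0.428 with an estimated correlation; in LS the call was lost without the low-glucose library 3, with an adjusted p of 0.0551, and with all 17 libraries in the fit, with 0.0534). Of 29 genes of proline metabolism, 20 rose and 2 fell in LS (20 and 2 adjusted over the list alone, 14 and 6 with library size alone; camera adjusted p = 0.000878, and adjusted p = 0.286 with an estimated correlation), and 21 rose and 5 fell in BF (21 and 5 adjusted over the list alone, 16 and 7 with library size alone; camera adjusted p = 0.0204, and adjusted p = 0.428 with an estimated correlation). Proline dehydrogenase (PRODH) rose with log2 fold changes of 1.48 and 0.91, glutamate dehydrogenase (GDH) with 1.38 and 1.31, the aquaglyceroporin AQP1 (Tb927.6.1520) with 2.61 and 2.48, the purine transporter NT10 with 2.36 and 2.37 and cytosolic fumarate hydratase (FHc) with 2.05 and 2.91 in LS and BF, each with an adjusted p under 0.05 from edgeR. Values of multicopy members are uncertain, since the sources used here state the counting of uniquely mapped pairs only for the libraries of the paper. Table S1, chosen with the LS libraries in glucose, holds many of these genes. It has 5 of the 6 PAD, 7 of the 7 hexose transporter, 20 of the 29 proline and 2 of the 2 threonine genes. Their LS results are therefore not independent evidence.

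Other genes changed differently in the LS and BF comparisons. The LS and BF libraries differ in strain and life-cycle stage, and the LS conditions come from different deposits. Medium and time in culture may differ too, so these differences cannot be assigned to the cell type. The 5 glycolysis genes of Table S4 differed in both directions, 2 higher in LS, 2 lower and 1 not past the interaction test (2 and 2 adjusted over the list alone; camera adjusted p = 0.79). Hexokinase 1 (HK1) rose with log2 fold changes of 0.44 in LS and 1.16 in BF and hexokinase 2 (HK2) with 0.43 and 0.91. Enolase (ENO) had log2 fold changes of 0.51 in LS and -1.74 in BF (interaction adjusted p = 7.86e-14, edgeR), pyruvate kinase (PYK1) of 0.52 and -0.56 (4.23e-08) and PGKC of -0.71 and -1.78 (2.83e-07). Phosphofructokinase (PFK) was at 0.22 in LS, or -0.03 with library size alone, and -1.17 in BF (1.45e-08). The protein disulfide isomerase PDI2 fell in both, by 0.72 in LS and by 3.13 in BF on the log2 scale (interaction adjusted p = 6.93e-13). The PF surface protein GPEET rose in LS with 0.87 and fell in BF with -0.52 (interaction adjusted p = 5.39e-09). EP1 rose in LS with 0.86 and did not pass the test in BF, at -0.14 (adjusted p = 0.461, and -0.37 with an adjusted p of 0.0176 without the 5 mM 12 h library 2; interaction adjusted p = 0.00258). The stumpy-stage phosphatase PIP39 (Tb927.9.6090) rose with 1.22 in LS and 0.78 in BF (interaction adjusted p = 0.0017, edgeR). For RBP10, an RNA-binding protein typical of the bloodstream stage, which rose with 0.75 in LS and 0.55 in BF, the interaction test gave no call (adjusted p = 0.28). By the interaction test, 10 of 12 RHS genes (retrotransposon hot spot proteins), 33 of 45 VSG genes and 46 of 75 ESAG genes responded lower in LS than in BF (camera adjusted p = 1.67e-05, 6.56e-11 and 1.47e-08, and adjusted p = 0.244, 0.235 and 0.235 with an estimated correlation), while 0, 3 and 6 responded higher (10, 34 and 47 lower and 0, 4 and 6 higher adjusted over the list alone). VSG genes rose more often than they fell in both, 28 against 11 in LS (22 and 13 with library size alone; 28 and 11 adjusted over the list alone; camera adjusted p = 0.016, adjusted p = 0.286 with an estimated correlation, and 0.0611 with all 17 libraries in the fit) and 32 against 3 of 42 in BF (32 and 3 adjusted over the list alone; adjusted p = 5.35e-07, and adjusted p = 0.428 with an estimated correlation). These lists hold only genes that Table S1 chose with the LS libraries in glucose and are not independent evidence for LS. The most counted gene was the VSG Tb11.1690 in each LS library, at 7.43% to 9.47% of the counts. In BF libraries the most counted gene, which varied, took 0.425% to 0.855%. Counts of both strains use the same gene IDs. Sequence differences between the strains may change how many pairs map to VSG, ESAG and RHS genes. This was not tested, so the BF and interaction values of these lists may partly reflect mapping. In LS alone, 16 ESAG genes rose and 44 fell, and in BF 38 of 72 rose and 25 fell.

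Genes that the paper lists for later stages were tested as lists. The hypothesis that loss of glucose raises genes higher in PF and lowers genes lower in PF was not borne out in BF, where 302 of 693 genes higher in PF rose and 250 fell (303 and 250 adjusted over the list alone; camera adjusted p = 0.189, and fry 0.000155; 261 and 302 with library size alone), and 327 of 596 genes lower in PF rose and 171 fell (327 and 171 adjusted over the list alone; adjusted p = 0.00136 upward, and adjusted p = 0.428 with an estimated correlation). It was not borne out in LS either. There, 425 of 692 genes higher in PF rose and 122 fell (426 and 122 adjusted over the list alone, 347 and 195 with library size alone; adjusted p = 5.78e-08, and adjusted p = 0.229 with an estimated correlation), but genes lower in PF rose too, 309 of 616 against 166 (311 and 168 adjusted over the list alone; adjusted p = 0.0164, and adjusted p = 0.37 with an estimated correlation). With library size alone, 234 of the latter rose and 245 fell, and camera, which sets the list against other genes, still called it upward (adjusted p = 0.0104). The study chose both lists with the LS libraries in glucose, so the LS counts are not independent evidence. Of the 14 genes of Table S3 that are higher in SS parasites in very low glucose, 14 rose in LS and 14 in BF (14 each adjusted over the list alone; camera adjusted p = 1.19e-06 and 1.42e-06, and adjusted p = 0.286 and 0.428 with an estimated correlation). Table S1 also holds 8 of these 14 genes, so their rise in LS is not independent evidence. Of the 21 that are lower, 21 fell in LS (21 adjusted over the list alone; adjusted p = 2.74e-10, and adjusted p = 0.229 with an estimated correlation), and in BF 14 of 18 fell and 4 rose (14 and 4 adjusted over the list alone; adjusted p = 0.00849, and adjusted p = 0.428 with an estimated correlation). These genes also fell at 5 mM from 0 h to 12 h, 14 of 18 with 1 higher (15 and 1 adjusted over the list alone; adjusted p = 2.87e-09, and adjusted p = 0.118 with an estimated correlation), and at 1 mM against 5 mM 3 rose and 0 fell by edgeR (5 and 0 adjusted over the list alone, 1 and 0 with library size alone; adjusted p = 0.00531, adjusted p = 0.309 with an estimated correlation, and 0.0689 without the 5 mM 12 h library 2). Table S1 also holds 21 of these 21 genes, so their fall in LS is not independent evidence.

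The 4 genes of Table S3 that rose in BF although lower in SS parasites in very low glucose are ESAG2 genes, among them Tb927.9.7410 with a log2 fold change of 3.00 and Tb927.9.7330 with 1.44, which fell in LS with -1.30 and -2.14 (interaction -4.27 and -3.55, adjusted p = 1.57e-13 and 7.39e-14, edgeR). Of the ESAG3 genes, 17 of 21 fell and 2 rose in LS, and 11 of 19 fell and 6 rose in BF, among the former ESAG3 (Tb927.1.20) with -4.13 in LS and -3.92 in BF and Tb927.6.5490 with -4.94 and -6.34. DRBD5 (Tb927.6.3480), an RNA-binding protein that the paper describes as required to suppress ESAG9, rose in LS with 1.99 (587 ± 91.8 CPM, SD, n = 2, against 148 ± 4.47, n = 3) and in BF with 2.81 (877 ± 238 CPM against 125 ± 19.9, SD, n = 3 each; adjusted p = 1.89e-13 and 1.5e-12, edgeR). Of the ESAG9 genes, 6 of 7 rose in LS, with log2 fold changes from -0.04 to 3.00 over the 7, and 6 of 6 rose in BF, from 1.03 to 3.11. DRBD5 and ESAG9 transcripts thus rose together, and DRBD5 protein was not measured. Copies of ESAG genes resemble each other, and their values are uncertain. Mapping to them may also differ between the LS and BF strains, which was not tested.

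The hypothesis that the LS and BF changes go together across genes was borne out by a Pearson correlation of 0.755 and a Spearman correlation of 0.72 over 8368 genes, which are not independent replicates. Of 5157 genes called in both, 2204 were higher in both, 2393 lower in both and 560 opposite, where independent lists give 1143 higher and 1275 lower in both. More genes were called at 0 mM (6633) than at 1 mM (990), 6.7 times as many, which leaves open the hypothesis that 1 mM glucose gives part of the change at 0 mM, since counts do not compare the genes. The 1 mM count was 1518 without the 5 mM 12 h library 2, 108 without library 1, 140 without library 3 and 80 without the 1 mM library 2. Both comparisons share the 5 mM libraries. Their log2 fold changes had a Pearson correlation of 0.244, and unchanged groups gave 0.468 in 20 simulations. The simulations hold no real change at 0 mM, which widens the spread of the real values, so the 2 correlations do not compare. The covariance was 0.0472, above the simulated 0.0089. Of 791 genes called in both, 325 were higher in both, 272 lower in both and 194 opposite, where independent lists give 219 and 160. The controls are too few to split, so part of the excess may come from the shared controls. Lists went both ways by camera. Cytosolic ribosomal protein genes were called upward at 1 mM (adjusted p = 2.97e-11) and downward at 0 mM (0.000247). PAD genes were called upward at both (0.00494 at 1 mM and 0.000497 at 0 mM). With an estimated correlation none of these calls holds (0.309 and 0.491, 0.309 and 0.428), so the lists do not settle the hypothesis.

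At 5 mM between 12 h and 0 h, 14 of 28 genes of the electron transport chain rose and 0 fell by edgeR (21 and 0 adjusted over the list alone; median log2 fold change 0.24; camera adjusted p = 3.25e-10, and adjusted p = 0.0256 with an estimated correlation), and 32 of 96 cytosolic ribosomal protein genes rose (58 adjusted over the list alone; adjusted p = 4.58e-19, and adjusted p = 0.165 with an estimated correlation). Of 72 ESAG genes, 31 fell (40 adjusted over the list alone; adjusted p = 3.21e-15, and adjusted p = 0.118 with an estimated correlation), and of 43 adenylate cyclase genes 22 fell (27 adjusted over the list alone; adjusted p = 1.15e-14, and adjusted p = 0.142 with an estimated correlation). At 1 mM against 5 mM, 18 of the adenylate cyclase genes rose (31 adjusted over the list alone; adjusted p = 2.47e-13, and adjusted p = 0.309 with an estimated correlation). Both comparisons hold the 5 mM 12 h libraries, so their opposite signs are not independent.

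A run of neighbouring genes on chromosome 7 rose at least 4-fold, with 9 genes in LS (from Tb927.7.1950 to Tb927.7.2030) and 11 in BF at 0 mM (from Tb927.7.1930 to Tb927.7.2040), in the gene order of RefSeq assembly ASM244v1. In 10000 shuffled orders of the 4094 and 4159 genes placed, the longest run was 4 and 5 genes (permutation test, p = 0.0001 for each, the smallest that these shuffles can give). The rest of the 8450 and 8616 genes tested were not placed. Neighbours here may thus have unplaced or untested genes between them. A shared control of these neighbours is a hypothesis that was not tested further. Tb927.7.2030, a retrotransposon hot spot protein (RHS7), rose with a log2 fold change of 2.84 in LS and 3.26 in BF, Tb927.7.2020 with 4.04 and 4.33 and Tb927.7.1990 with 3.49 and 4.95. The other genes of the LS run were near the detection limit. These were Tb927.7.1950, Tb927.7.1960, Tb927.7.1970, Tb927.7.1980, Tb927.7.2000 and Tb927.7.2010, with means from 2.39 to 5.96 CPM in the LS comparison.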
